# 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Ameliorates Diabetic Cognitive Impairment Through Inhibiting Hif3α and Apoptosis

**DOI:** 10.3389/fphar.2021.708141

**Published:** 2021-12-16

**Authors:** Lihui Wang, Jinjin Cao, Qianqian Xu, Xiaomei Lu, Xin Yang, Qiong Song, Shuai Chen, Kechen Du, Renbin Huang, Chunlin Zou

**Keywords:** DMDD, diabetic cognitive impairment, db/db mice, neuronal apoptosis, Hif3a

## Abstract

Diabetes mellitus (DM) is an independent risk factor for cognitive impairment. Although the etiology of diabetic cognitive impairment is complex and multifactorial, the hippocampus neuronal apoptosis is recognized as a main cause of diabetes-induced cognitive impairment. 2-Dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione (DMDD) was purified from the roots of *Averrhoa carambola* L. Previous research demonstrated that DMDD was safe and effective in delaying some diabetic complications. However, the efficacy of DMDD to ameliorate diabetic cognitive impairment in type 2 diabetes mice has not been reported. In the present study, the behavioral evaluation was performed by Y maze and novel object recognition in db/db mice. Gene expression profiles were detected using mouse lncRNA microarray analysis in the hippocampi of db/db mice. Changes in the neurodegeneration-associated proteins and the apoptosis-related proteins were determined in both db/db mice and high glucose-treated HT22 cells by Western blotting. We observed that DMDD treatment significantly ameliorated the spatial working memory and object recognition memory impairment in db/db mice. Further study showed that neurodegeneration-associated protein tau was decreased after DMDD treatment in the hippocampi of db/db mice. Eleven lncRNAs and four mRNAs including pro-apoptotic gene Hif3a were significantly differently expressed after DMDD treatment in the hippocampi of db/db mice. The expression of Hif3a, cleaved parp, and caspase 3 proteins was significantly increased in the hippocampi of diabetic db/db mice compared with db/m control mice and then decreased after DMDD treatment. Similar beneficial effects of DMDD were observed in HG-treated HT22 cells. These data indicate that DMDD can alleviate cognitive impairment by inhibiting neuronal apoptosis through decreasing the expression of pro-apoptotic protein Hif3a. In conclusion, our study suggests that DMDD has great potential to be a new preventive and therapeutic compound for diabetic cognitive impairment.

## Introduction

Diabetes mellitus (DM) is a complex metabolic disturbances characterized by chronic hyperglycemia. Epidemiological findings indicate that DM is a strong and independent risk factor for cognitive impairment (Chatterjee et al., 2016), Parkinson’s disease (PD) (Athauda and Foltynie, 2016), and Alzheimer’s disease (AD) (Zilliox et al., 2016). The pathophysiology of cognitive dysfunction in diabetes is multifactorial, including insulin signaling defect, inflammatory pathways, oxidative stress, mitochondrial abnormalities, and Tau signaling (Zilliox et al., 2016; Bharadwaj et al., 2017). Cognitive deficits can occur in the early stages of diabetes, which can be exacerbated by metabolic syndrome (Yaffe et al., 2004). With the prolongation of life span, the need for new methods for preventing the development of neurodegenerative disease in T2DM is becoming more and more urgent.

The link between diabetes and neurodegenerative disease has been well established, but the underlying mechanisms of pathological development remains unclear. Previous studies focused on tauopathies, α-synuclein accumulation (Ashraf et al., 2014), mitochondrial dysfunction, and apoptosis (Cheng et al., 2019). Multiple studies showed that diabetes-related metabolic dysfunction affected tau phosphorylation and resulted in hyperphosphorylated tau accumulates to form neurofibrillary tangles (NFTs) and lead to neuronal death (Zhang et al., 2018; Ho et al., 2020). In addition, α-synuclein accumulation plays a key role in diabetic cognitive impairment. Under pathological conditions, misfolded α-synuclein aggregates into a form of high molecular weight and becomes toxic to neurons. Recent studies have shown that compared with normal controls, patients with diabetes had higher CSF tau and α-synuclein levels (Pagano et al., 2018).

Both hyperphosphorylated tau (Stoothoff et al., 2009) and α-synuclein (Ordonez et al., 2018) can cause mitochondrial dysfunction and eventually lead to neuronal death. Mitochondria are essential for generating ATP through respiration and oxidative phosphorylation, and have a central role in apoptosis. Mitochondrial dysfunction is a key factor of cognitive deficits in neurodevelopmental disorders and neurodegenerative diseases (Sheng and Cai, 2012; Khacho et al., 2019). Growing evidence shows that even before the occurrence of AD symptoms or any detectable cognitive decline, mitochondrial dysfunction already happened (Kulic et al., 2011). Interaction between dysfunctional mitochondria and impaired insulin signaling can finally promote the development of AD in diabetic patients. This suggests that overlapping pathological mechanisms exists in neurodegenerative diseases and diabetes (Craft and Watson, 2004). Hence, antidiabetic agents might have potential benefits in the treatment of diabetic cognitive impairment.

Natural products are the main source of new drug compounds. Studies have shown that natural products and derived compounds can attenuate cognitive impairment and diabetes. 2-Dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione (DMDD) (Figure 1A) is an active compound, which was purified from the roots of *Averrhoa carambola* L. Previous studies in our lab have suggested that DMDD had an antidiabetic effect by decreasing AGE expression and downregulating the NFκB–TGFβ1 pathway in type 2 diabetic KKAy mice (Zheng et al., 2013). In addition, DMDD also protected against apoptosis in PC-12 pheochromocytoma cells *in vitro* and APP/PS1 Alzheimer’s disease mice *in vivo* (Wei et al., 2018). Although the therapeutic effect of DMDD on diabetes mellitus and Alzheimer’s disease were studied, the therapeutic potential of DMDD on diabetic cognitive impairment and its underlying mechanisms remains unclear. Here, we investigated the neuroprotective effect and possible mechanisms of DMDD on high-glucose-induced HT22 mouse hippocampal neuron injury and on diabetic db/db mice with impaired learning and memory.

**FIGURE 1:**
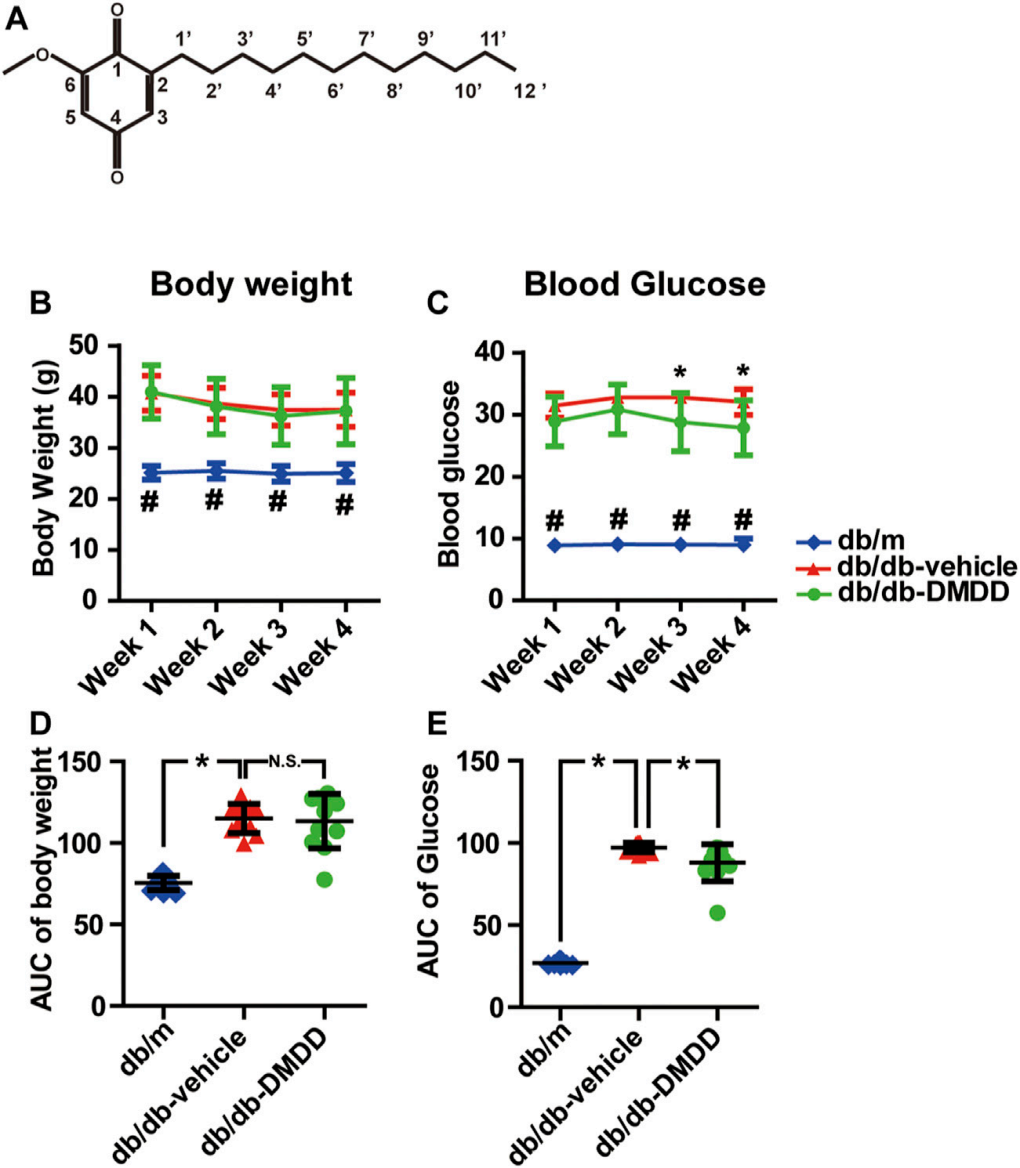
2-Dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione (DMDD) improved hyperglycemia in db/db mice. **(A)** Chemical structural diagrams of DMDD. **(B)** Body weights and **(D)** area under the curve (AUC) during 4 weeks of drug treatment. **(C)** Blood glucose and **(E)** AUC during drug treatment. All data are shown as means ± SD. *p < 0.05 for one-way ANOVA test.

## Materials and Methods

### Plant Material and Isolation of 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione

2-Dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione (DMDD), a cyclohexanedione, was isolated and purified from *Averrhoa carambola* L., which is cultivated in tropical and subtropical regions. The roots of *Averrhoa carambola* L. were collected from Lingshan, Guangxi, China, and identified by Prof Maoxiang Lai (Traditional Chinese Medicine Research Institute of Guangxi). For *in vitro* assay, DMDD was dissolved in 100% DMSO as 20 mM stock solution. DMDD working solution was prepared by diluting appropriate stock solution in cell culture medium. The chemical structure of DMDD is shown in Figure 1A.

### Mice and Drug Treatments

Male 9-week-old db/db mice and age-matched heterozygous db/m control mice were bought from the Model Animal Research Center of Nanjing University (Nanjing, China). The mice were housed in a controlled environment (25 ± 2°C and 50 ± 5% relative humidity) with a 12-h/12-h day/night cycle. The mice were given free access to food and water. All animal experimental protocols were approved by the Animal Ethics Committee of Guangxi Medical University.

Db/db mice were randomly assigned to vehicle-treated db/db and DMDD-treated db/db group (10 mice per group) after 1 week of adaption. The wild-type db/m control mice were used as the control group (*n* = 10). Db/m control group and vehicle-treated db/db group were administrated intragastrically with 1% Tween 80 per day. The DMDD-treated db/db group was administrated intragastrically with 50 mg/ kg of DMDD per day. Drug treatment was performed once daily during the daytime for 28 successive days. Body weight and blood glucose were detected every 2 days. The animal behavior test was carried out before and after the drug treatment. At the end of the study, the mice were euthanized. Then the hippocampus were isolated and kept in liquid nitrogen for Western blotting, real-time PCR, and lncRNA microarray analysis.

### Y-Maze Test

Y-maze test, a two-trial spatial memory task was designed to assess spatial memory in mice (Kraeuter et al., 2019). During the first trial (acquisition), the mouse was able to visit two arms (named as start arm and other arm) of the Y-maze for 10 min, and the third arm (named as new arm) was blocked by a door with the same color as the aisle. After the end of the first trial, the mouse was placed in a single cage. After 1 h, the second trial (retrieval) started. The door of the new arm was opened, and the mouse accessed freely all three arms for 5 min (Figure 2A). The number and the duration of visiting each arm were recorded for each trial. During the second trial, every entry different from the last two entries was regarded as a successful alternation. The following formula was used to calculate working memory: spontaneous alternation percentage (%) = [(number of successful alternations)/(total number of arm entries −2)] × 100%. Recognition memory index (%) = (time in the novel arm/time in all arms during the second trial) × 100%.

**FIGURE 2:**
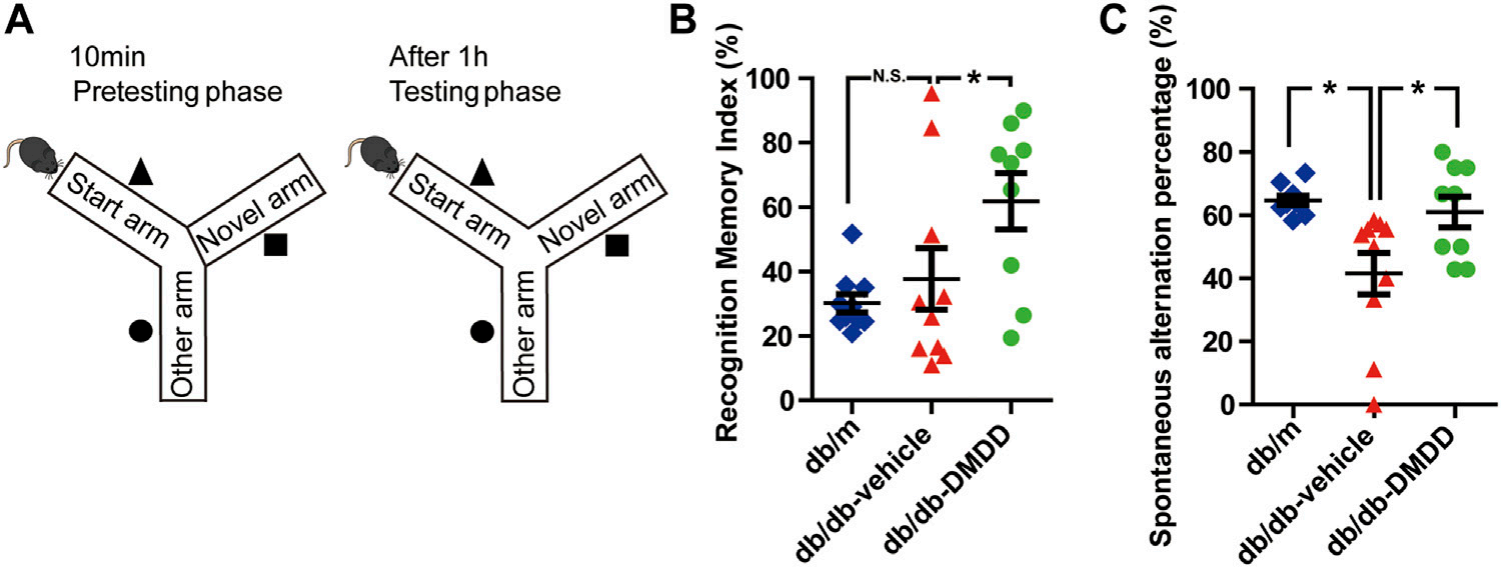
DMDD attenuated spatial working memory impairment in db/db mice. **(A)** Schematic diagram of the Y-maze. Figures representing recognition memory index **(B)** and spontaneous alternation percentage **(C)** in db/m-control (n = 10), vehicle-treated db/db (n = 10), and DMDD-treated db/db (n = 9) mice. Representing recognition memory index and spontaneous alternation percentage are shown by scatter plot. All data are shown as means ± SD. *p < 0.05 for one-way ANOVA test.

### Two-Object Novel Object Recognition

Novel object recognition task was executed using the following steps(Lueptow, 2017): 1) Habituation: the mouse was allowed to explore freely in the empty test tank for 10 min per day for 2 days. 2) Training: 24 h after habituation, two indistinguishable objects were placed in the symmetric quadrants of the arena, and then the mouse was put in the tank and allowed free exploration for 10 min. 3) Testing: 24 h after training, one of the previous objects was replaced with a new object at the same location. The mouse was again placed in the tank and allowed free exploration for 10 min. As illustrated in Figure 3A, the whole testing phase was recorded and analyzed by a behavioral analyzing system (Shanghai Xinruan Information Technology Co. Ltd). The following formula was used to calculate short-term memory: discrimination index = [(exploration time at novel object - exploration time at old object)/(exploration time at novel object + exploration time at old object)]. Preference index = exploration time at novel object/(exploration time at novel object + exploration time at old object).

**FIGURE 3:**
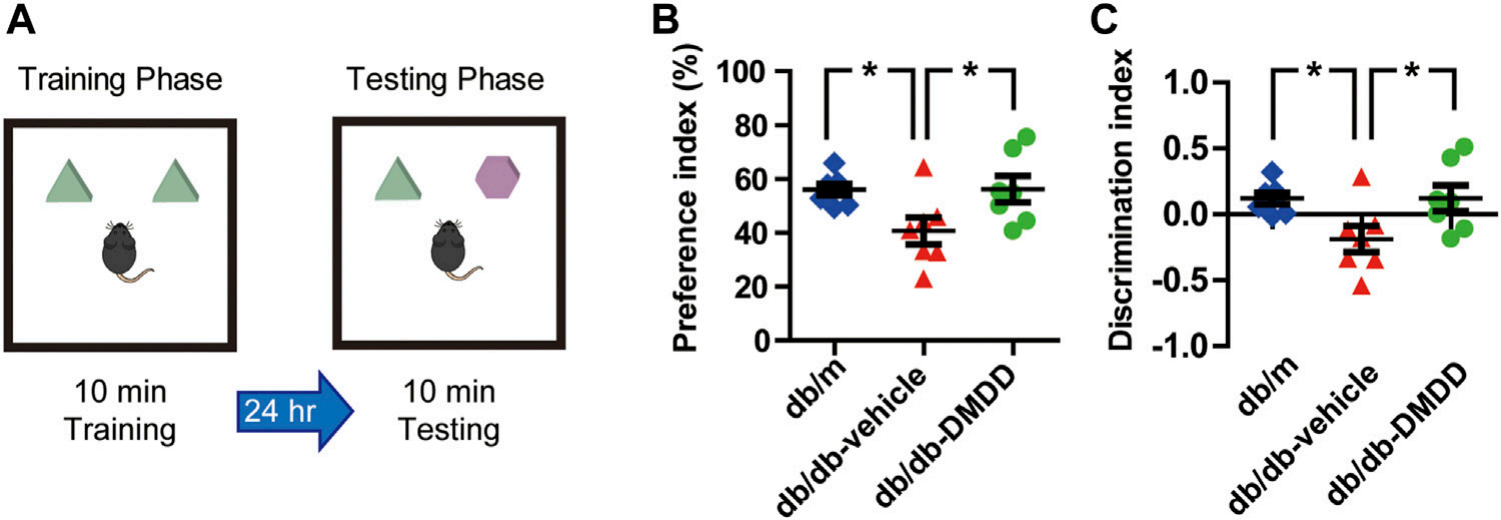
DMDD attenuated object recognition memory impairment in db/db mice. **(A)** Schematic diagram of the object recognition task during the training phase and testing phase. Preference index **(B)** and discrimination index **(C)** increased significantly in DMDD-treated db/db group compared with vehicle-treated db/db group during the testing phase. All data are shown as means ± SD. *p < 0.05 for one-way ANOVA test.

### Cell Culture and Treatments

The HT22 mouse hippocampal neuron cells were obtained from GuangZhou Jennio Biotech Co., Ltd. The HT22 cell line was genotyped for identity and was tested routinely for *Mycoplasma* contamination. The HT22 cell was maintained in DMEM medium (Gibco) commonly with 10% FBS (Gibco) at 37°C in cell incubator with 5% CO_2_. Normal glucose (NG, 25 mM) DMEM medium contained 25 mM glucose. Additional 25 mM glucose was added into NG DMEM to prepare the high-glucose (HG, 50 mM) DMEM medium. Cells were treated with vehicle (DMSO) or DMDD for 48 h after incubation with NG or HG DMEM medium for 24 h.

### Cell Death and Viability Detection

The HT22 cells were seeded at 1.5 × 10^3^/well in a 96-well cell culture plate and then treated with HG medium as described above. Cell viability was measured by CellTiter 96^®^ AQueous one solution cell proliferation assay system (Promega) according to the instructions of the manufacturer. Cell viability or death rates were calculated by normalizing to the 0 μM DMDD or NG medium group. Apoptosis was detected by Hoechst 33342 (7 mM) and propidium iodide (2 mM) (Invitrogen). Images were captured by Olympus microscope.

### RNA Microarray Analysis

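The scanner files hold 176026 spots that are not controls, for 90752 different probes. Of these probes, 85274 were spotted at 2 places on each array and 5478 at 1 place. The files give each probe's own identifier and its sequence of 60 bases. They hold no gene symbol and no mark of whether a probe is for an mRNA or a lncRNA, and the description and the position of every probe are given as unknown. The sequences were not matched to transcripts here, because no genome or transcript sequence was used. For the probes discussed from these arrays, the gene and the type were therefore taken from Table S1.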

Shbio mouse lncRNA array V6.0 (4 × 180K, Shanghai Biotechnology Corporation) is designed for global profiling of mouse lncRNAs and mRNA transcripts and includes 64,221 lncRNA and 26,531 mRNA probes. Total RNA from mice hippocampus tissues and cell lines was extracted using RNeasy mini kit (Qiagen). RNA integrity was checked for an RIN number by an Agilent Bioanalyzer 2,100. For lncRNA microarray analysis, total RNA was amplified and labeled by Labeling Kit (Agilent technologies). Slides were hybridized with labeled cRNA and were scanned by Agilent Microarray Scanner. 

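For each array, the authors deposited the scanner output, in which the processed signal of a spot is its brightness after subtraction of the background, on a linear scale and not yet normalized between arrays. They also deposited 1 table of their own normalized values for the same arrays. Across probes, each column of that table had a correlation of 0.999 to 1.00 with the log2 processed signal of its own array, and the medians of all 6 columns lay at 5.74, so the table is on a log2 scale and is not centred. How the spots of 1 probe were combined in that table is not stated in the text. Within Feature Extraction, a spot is marked as well above background when its signal clearly exceeds the local background, and 65405 to 71323 probes per array carried that mark on at least 1 of their spots.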

Microarray data were extracted by Feature Extraction software 12.0 (Agilent technologies) and normalized by Quantile algorithm. To reveal the potential biological processes associated with DMDD regulatory genes, Gene Ontology enrichment analysis and KEGG pathway analysis were performed based on significantly different expression genes and lncRNA target genes using clusterProfiler in R/bioconductor.

### Real-Time Quantitative PCR

Total RNA was reverse transcribed into cDNA using Reverse Transcription Kit (Thermo Fisher Scientific). qRT-PCR was performed using Power SYBR™ Green (Thermo Fisher Scientific) and ABI 7300 detection system (Applied Biosystems). qRT-PCR data were normalized to the expression of housekeeping gene GAPDH, and relative expressions were calculated using the 2^−ΔΔCt^ method. The oligonucleotide primers were shown as follows: Hif3α (sense: 5′-TCG​TGC​ATT​CTC​ATG​AGC​CC-3′, antisense: 5′-GTT​CCT​GGG​CTG​GAC​AGT​TT-3′), Mmp8 (sense: 5′-CCA​ATG​CCT​TCC​CAG​TAC​CTG​A-3′, antisesce: 5′-GGC​ATT​CCT​CGA​AGA​CCG​GAA​T-3′), Timp1 (sense: 5′- CTA​TAG​TGC​TGG​CTG​TGG​GG-3′, antisense: 5′-GGA​CCT​GAT​CCG​TCC​ACA​AA-3′), Fam187b (sense: 5′ ACC​AAC​CAG​CCG​TAC​TTT​GT3′, antisense: 5′-TTG​TCA​GCT​TCC​CAG​TGG​AC-3′). All tests were performed in triplicate, and the data were presented as mean ± SD.

### Microarray Data Collection

Gene expression datasets GDS810 (Blalock et al., 2004) and GDS2519 (Scherzer et al., 2008) were downloaded from the GEO database (https://www.ncbi.nlm.nih.gov/geo/) and analyzed by GEO2R (https://www.ncbi.nlm.nih.gov/geo/geo2r/). These datasets include AD (GDS810, brain hippocampi samples from nine healthy normal control and 22 ADs at various stages including 7 incipient,8 moderate, and 7 severe AD) and PD (GDS2519, blood samples from 22 healthy control and 50 PDs) with healthy control. These two microarray datasets were detected by the same platform (HG-U133A) Affymetrix Human Genome U133A Array.

### Molecular Docking

The 3D format of DMDD was obtained from the ZINC15 drug database (http://zinc15.docking.org/) (Sterling and Irwin, 2015). The x-ray crystal structure of Hif3α was obtained from the RCSB PDB protein databank (http://www.rcsb.org/). The water molecules and ligand molecules were removed from the crystal structures by Discovery Studio 4.5 Client before the docking simulation began. Docking simulations of DMDD and Hif3α was carried out by PyRx software. Interaction energies were calculated for predicting docking positions and selecting the binding pose that had the lowest binding energy (kcal mol^−1^). Results were visualized and analyzed using Discovery Studio 4.5 Client.

### Western Blot Analysis

Cells or hippocampus tissues were homogenized in RIPA buffer (SIGMA). Concentration of protein was measured using BCA Assay Kit (Beyotime). Equivalent protein was separated by polyacrylamide gel electrophoresis and transferred to polyvinylidene difluoride membranes (Millipore). After blocking the membranes with 5% nonfat milk, the membranes were incubated overnight at 4°C with primary antibodies against Tau phospho Serine 199/202 (1:1,000, Cat. AB9674, Millipore), Tau-1 (1:1,000, Cat. MAB3420, Millipore), phospho-α-Synuclein (Ser129) (1:1,000, Cat. MABN826, Millipore), α-Synuclein (1:1,000, Cat. 2,647, Cell signaling), HIF-3 alpha (1:1,000, Cat. NB100-2,529, Novus), and gapdh (1:1,000, Cat. 2,118, Cell signaling) overnight at 4°C. Then membranes were incubated with HRP-conjugated secondary antibody (1:2,000 dilution) and detected using Chemiluminescent Substrate (Thermo Scientific). Band intensity was quantified by ImageJ.

### Statistical Analysis

Data were analyzed using GraphPad Prism 5 and SPSS 19.0 software. To identify gene expression patterns, an unsupervised hierarchical cluster analysis using un-centered average linkage was performed using Cluster v3.0 after median-centering genes and arrays. Heat maps were visualized using Tree View software. The data were analyzed by one-way ANOVA followed by Tuckey’s tests. A value of *p* < 0.05 was considered significant.

## Results

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Treatment Improved Hyperglycemia in db/db Mice

Compared with db/m control mice, the blood glucose levels (Figure 1C) and the total area under the curve (AUC) of the blood glucose (Figure 1E) were significantly increased in vehicle-treated db/db mice (*p* < 0.05). DMDD treatment (50 mg/ kg) significantly reduced hyperglycemia (*p* < 0.05) in DMDD-treated db/db mice at weeks 3 and 4 (Figure 1C). The AUC of blood glucose was significantly decreased after DMDD treatment (*p* < 0.05) (Figure 1E). A marked increase in vehicle-treated db/db mice body weight was observed at the first week compared with db/m control mice (Figures 1B,D). However, DMDD treatment had no meaningful effect on body weight in DMDD-treated db/db mice (Figures 1B,D).

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Treatment Attenuated Spatial Working Memory Impairment in db/db Mice

The spatial working memory of mice was investigated using Y maze (Figure 2A). As shown in Figure 2C, compared with the db/m-control mice, the spontaneous alternation percentage was significantly decreased (*p* < 0.05), and DMDD treatment reversed this change (*p* < 0.05) in vehicle-treated db/db mice. Meanwhile, the percentage of duration in the novel arm (measured as recognition memory index) was significantly higher in DMDD-treated db/db mice than in the vehicle-treated db/db mice (*p* < 0.05) (Figure 2B). These results suggested that DMDD treatment had significant positive effects on the spontaneous alternation and improved spatial working memory in db/db mice.

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Treatment Attenuated Object Recognition Memory Impairment in db/db Mice

We performed novel object recognition (NOR) test to examine the object recognition memory and short-term memory of mice (Figure 3A). During the training phase, no significant difference was found among each group. During the testing phase, preference and discrimination index of vehicle-treated db/db mice was decreased significantly compared with that of db/m-control mice (*p* < 0.05) (Figures 3B,C), which suggested that vehicle-treated db/db mice had decreased abilities to recognize a novel object. DMDD treatment significantly improved the preference and discrimination index (*p* < 0.05) (Figures 3B,C). Collectively, our results showed that administration of DMDD attenuated object recognition memory impairment in db/db mice.

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Treatment Reduced Tau-1 in the Hippocampi of db/db Mice

Hyperphosphorylation of tau and α-synuclein is an important feature of neurodegenerative disease. We further explored whether DMDD treatment could influence the expression of tau and α-synuclein in the hippocampi of db/db mice. As shown in Figures 4A,B, compared with db/m control mice, tau proteins phosphorylated at Serine 199/202, the p-Tau/Tau ratio, p-α-synuclein, α-synuclein, and oligomers of α-synuclein were markedly increased in the hippocampus of vehicle-treated db/db mice (*p* < 0.05). The expression of p-tau 199/202, the ratio of p-Tau 199/202/total tau, p-α-synuclein (Ser129), α-synuclein, and oligomers of α-synuclein were increased by 1.35-, 1.50-, 2.05-, 2.10-, and 3.34-fold in db/db mice compared with db/m control mice (*p* < 0.05). After DMDD treatment, the expression of Tau-1 was significantly decreased (*p* < 0.05) in db/db mice. Although p-α-synuclein (Ser129, 18, and 46 kDa), α-synuclein, and its oligomers protein levels showed a decreasing trend after DMDD treatment, there was no significant difference between db/db-vehicle and db/db-DMDD group.

**FIGURE 4:**
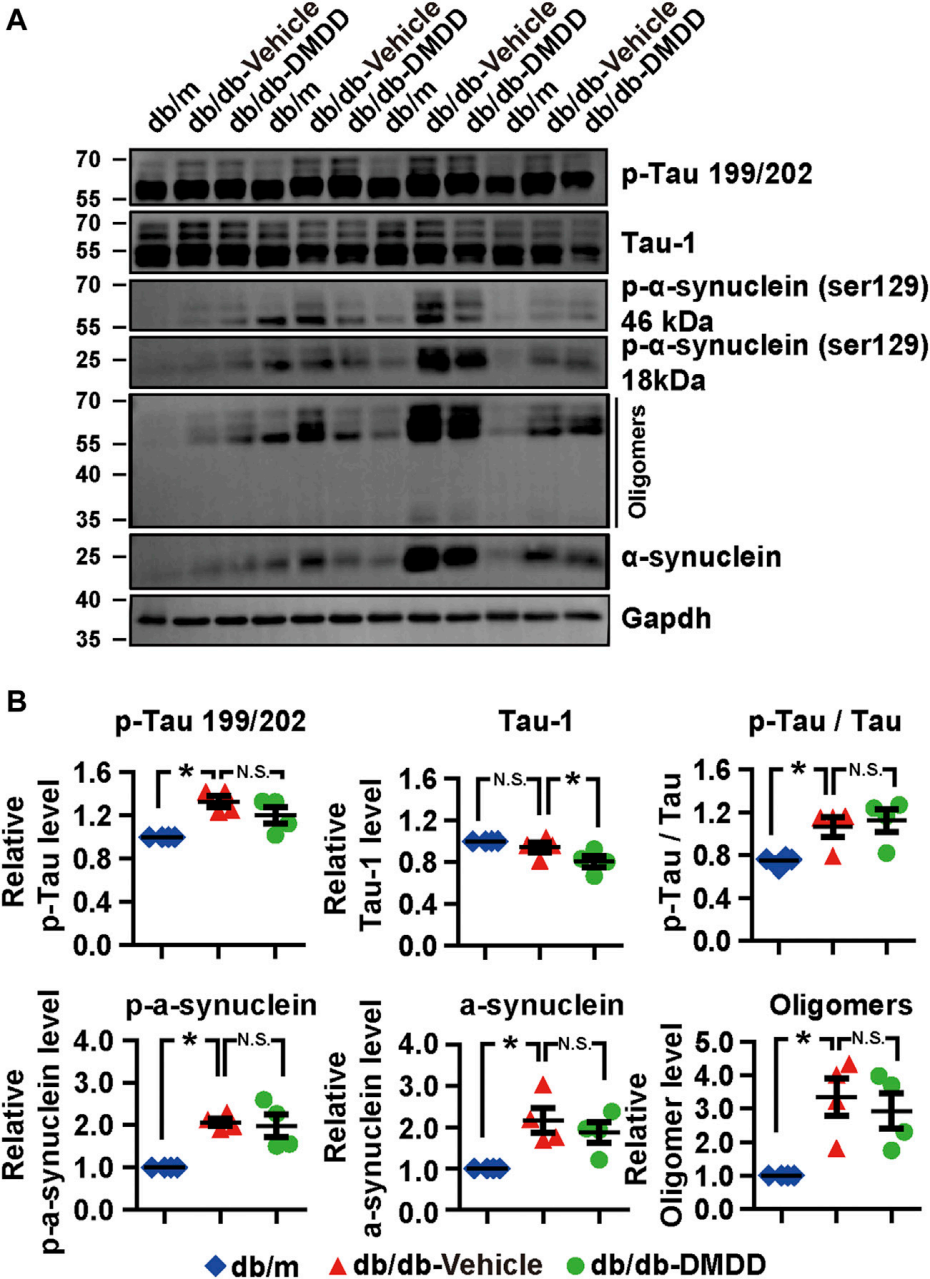
Neurodegeneration disease-related protein expression was reduced after DMDD treatment in the type 2 diabetes (T2D) db/db mice hippocampus. **(A)** The expressions of neurodegeneration disease-related proteins in the hippocampi of db/m-control mice (*n* = 4), vehicle-treated db/db (*n* = 4), and DMDD-treated db/db (*n* = 4) mice were analyzed by Western immunoblotting. **(B)** The relative expression of proteins was standardized by gapdh and db/m-control group for each sample. Data are expressed as means ± SD of four independent samples, *p < 0.05 for one-way ANOVA test.

### lncRNAs and mRNAs Expressed Profiles in the 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione-Treated db/db Mice

In order to reveal the underlying mechanisms and potential targets of DMDD treatment in db/db mice, we performed RNA array on db/db-vehicle (*n* = 3) and db/db-DMDD (*n* = 3) mice hippocampal samples to find the genes that changed after DMDD treatment. 

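DMDD is a quinone isolated from the root of Averrhoa carambola, and db/db mice carry a mutated leptin receptor and become obese and diabetic. The arrays were labelled as 3 hippocampi of vehicle-treated mice and 3 hippocampi of mice given DMDD at 50 mg/kg per day for 28 days, with 1 array per mouse and a single dye, Cy3. The arrays labelled db/db-vehicle 1, 2 and 3 and db/db-DMDD 1 were hybridized on 1 slide and those labelled db/db-DMDD 2 and 3 on another, so that slide and treatment overlapped in part. The log2 processed signals were quantile-normalized between the 6 arrays, spots of 1 probe were averaged, and control spots and spots that Feature Extraction marked as outliers were left out. The 67732 probes well above background on at least 3 of the 6 arrays were tested with limma, with Benjamini-Hochberg adjustment. Over these probes the correlation between any 2 arrays lay between 0.989 and 0.996. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.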

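The group labels of the arrays were compared with Table S1, which gives a fold change and a p-value for 155 probes. From the authors' normalized values, the ratio of mean linear signals and a test with unequal variances were computed for each of the 10 ways to divide the 6 arrays into 3 and 3. A probe was counted as matching when the fold change lay within 0.001 on the log2 scale and the p-value within 0.001 on the log10 scale. The division given by the labels matched 0 of the 155 probes. A single division matched all 155, the one in which the array labelled db/db-vehicle 3 stands with db/db-DMDD 2 and 3 and the array labelled db/db-DMDD 1 stands with db/db-vehicle 1 and 2. The other 8 divisions matched 0 probes each. The values in Table S1 thus come from a comparison in which those 2 arrays are exchanged relative to their labels, and the array data alone do not show which assignment follows the mice. Values are given first for the groups as labelled and then with the labels of these 2 arrays exchanged, a grouping that was added after the data were seen.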

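With the groups as labelled, 2097 of the 67732 tested probes had an unadjusted p under 0.05 by limma, and 622 of them also had an absolute log2 fold change of at least 0.5. Of the 622 probes, 261 were higher and 361 were lower in the arrays labelled db/db-DMDD. After Benjamini-Hochberg adjustment, 1 probe had an adjusted p under 0.05. After exchange of the labels of db/db-vehicle 3 and db/db-DMDD 1, 3184 probes had an unadjusted p under 0.05. In that grouping 922 passed both thresholds, 516 of them higher and 406 lower, and 0 probes had an adjusted p under 0.05. Under both groupings, the probes at an unadjusted p under 0.05 were below a share of 0.05, which chance alone would give. Of the 10 divisions of the arrays, 6 gave at least as many probes past both thresholds as the labelled one, itself included. For the exchanged grouping, 4 of the 10 did. The counts thus do not show a response to DMDD. The 922 became 201 after normexp correction and ranged from 774 to 2263 with each array left out. With scaling by the 75th percentile the balance turned, with 351 higher and 530 lower. Only 42 probes passed both thresholds under both groupings. The count under the labels was 21 probes after normexp correction and ranged from 525 to 2145 with each array left out. With slide as a fixed block it was 1154 probes, an estimate that sets the array labelled db/db-DMDD 1 alone against the 3 vehicle arrays on its slide, and with slide as a random block 438 probes. By a test of each probe with equal variances on the same values, 2044 probes had an unadjusted p under 0.05 and 240 passed both thresholds as labelled, 3099 and 385 did with the labels exchanged, and 0 probes passed after Benjamini-Hochberg adjustment under either grouping.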

Results showed that a total of 34 mRNAs and 120 lncRNAs probes had significantly different expression in hippocampi of DMDD treated mice compared with that of db/db-vehicle mice (*p* < 0.05, |log2 (fold change)| ≥ 0.5). Of these, 12 mRNAs and 59 lncRNAs were upregulated, and 22 mRNAs and 61 lncRNAs were downregulated in DMDD-treated db/db mice (Supplementary Table S1). 

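Table S1 lists 35 mRNA probes, 12 of them higher and 23 lower, for 33 genes, and 120 lncRNA probes. With the groups as labelled, 145 of the 155 listed probes changed in the direction given there, with a median absolute log2 fold change of 0.23. This division shares 4 of the 6 arrays with the one that gave Table S1, as do the other 8 divisions, under which 128 to 152 of the probes had the listed direction from the authors' values. With slide as a fixed block, where the treatment estimate rests on db/db-DMDD 1 alone against the vehicle arrays, 29 of the probes had the listed direction. Of the 155 probes, 2 passed both thresholds by limma, 1 for an mRNA and 1 for a lncRNA, and both were lower in the arrays labelled db/db-DMDD. By limma, 4 of the 155 probes had an unadjusted p under 0.05 and, adjusted over the list alone, 0 had an adjusted p under 0.05. Without the array labelled db/db-DMDD 1, 37 of the 155 probes passed both thresholds, and without the array labelled db/db-vehicle 3, 25 probes did. Without any 1 of the other 4 arrays, 0 probes did.
With the labels of those 2 arrays exchanged, all 155 probes changed in the listed direction, the median absolute log2 fold change was 0.62, and 152 probes passed both thresholds by limma. These were 35 mRNA probes, 12 higher and 23 lower, and 117 lncRNA probes, 57 higher and 60 lower. After normexp correction in this grouping, 26 probes passed, and the median absolute log2 fold change was 0.26. With each array left out, 122 to 143 probes passed. From the authors' normalized values, with unequal variances and the ratio of mean linear signals, all 155 passed, 59 of the lncRNA probes higher and 61 lower. Over all tested probes the adjusted p of every listed probe was 0.997 by limma, and adjusted over the list alone all 155 had an adjusted p under 0.05, which is not independent evidence, since the study chose the list on these arrays. Of the listed probes, 143 were well above background on all 6 arrays.

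**Figure D1:**
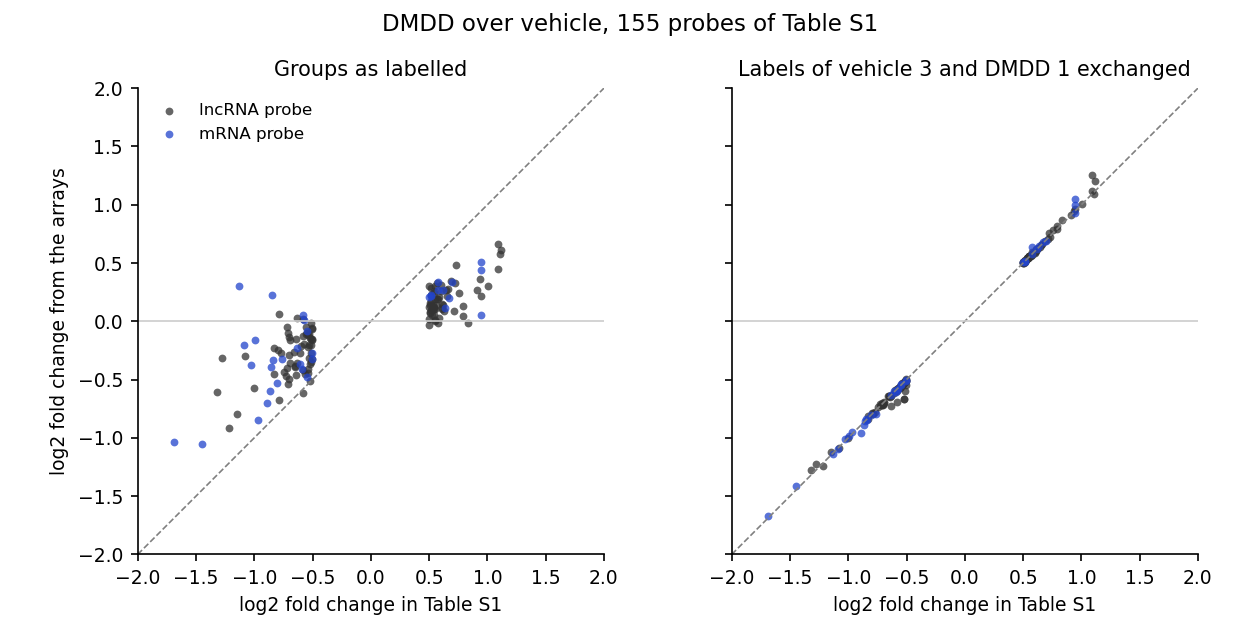
Log2 fold change of DMDD over vehicle from limma (vertical axis) against the log2 of the fold change in Table S1 (horizontal axis) for the 155 probes, with the groups as labelled (left) and with the labels of vehicle 3 and DMDD 1 exchanged (right); blue points are mRNA probes, dark points lncRNA probes, and the dashed line marks equal values. The median distance from the listed value was 0.41 as labelled and 0.0067 with the labels exchanged.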

Further analysis identified 11 lncRNAs and 4 mRNAs as candidate genes (*p* < 0.05, |log2 (fold change)| ≥ 1.00) (Figures 5A,B). 

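In Table S1, 16 probes exceed this threshold, 11 for lncRNAs and 5 for mRNAs of 4 genes, since Fam187b is represented by 2 probes. With the groups as labelled, 0 of these 16 probes passed both thresholds by limma, the lowest unadjusted p being above 0.05. The 5 lncRNA probes listed as higher had log2 fold changes from 0.31 to 0.66 and the 6 listed as lower from -0.92 to -0.30, with adjusted p-values from 0.954 to 0.957 by limma. For most of the 11, the standard deviation of at least 1 group was larger than the difference, for example NONMMUG046368, which was at 4.09 ± 0.44 (SD, n = 3, log2 signal) in the arrays labelled db/db-vehicle and 4.67 ± 0.75 (SD, n = 3) in those labelled db/db-DMDD.
With the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged, 4 of the 5 lncRNA probes had log2 fold changes from 1.09 to 1.26, and among the 6 the lowest was -1.28. All arrays of 1 group then lay beyond all arrays of the other for all 11 probes. The exact permutation test, two-sided, gave p = 0.1 for each, the smallest p that 3 arrays against 3 allow. The adjusted p was 0.997 for each by limma. The study chose these probes for a difference in this grouping, so their separation is not independent evidence. Of all tested probes, 9.32% separated in this way with the labels exchanged and 7.07% as labelled, against 10% by chance. Over all settings with these labels exchanged, the adjusted p of the 16 probes lay between 0.149 and 1. Among the tested probes of Table S1, 6 mRNA and 10 lncRNA probes passed both candidate thresholds in that grouping. NONMMUG002771 was then not well above background on any of the 3 arrays of the vehicle group and was at least 2.0-fold higher in the DMDD group, and NONMMUG021602 was not well above background on any array of the DMDD group and was at least 2.12-fold lower there. These bounds set the mean of the brighter group against the lowest signal that counted as well above background, or the probe's own signal where that was higher. The own signal was higher on each array of the dimmer group. Each bound therefore equals the measured log2 fold change, 1.00 for NONMMUG002771 and -1.09 for NONMMUG021602. The other 9 lncRNA probes were well above background on all 6 arrays.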

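Of the 11 lncRNA probes, 7 have a predicted target in Table S2, 6 of them a cis target and 2 a trans target, and 14 target genes are listed. Mir3552, the only 1 of these lncRNAs that Table S2 lists with a RefSeq transcript, lies within Htr2c on chromosome X in the GRCm38.p6 annotation, where its symbol is Gm22650, and Htr2c is its predicted cis target. The log2 signal of the Mir3552 probe was 4.12 ± 0.75 (SD, n = 3) in the arrays labelled db/db-vehicle and 4.73 ± 0.79 (SD, n = 3) in those labelled db/db-DMDD, a log2 fold change of 0.61 (standard error 0.50, adjusted p = 0.954 by limma) that was smaller than the spread within either group. In the grouping with db/db-vehicle 3 and db/db-DMDD 1 exchanged, it was 1.21 (standard error 0.29, adjusted p = 0.997 by limma). With the labels kept, it ranged from 0.19 (without db/db-vehicle 1) to 1.07 (without db/db-DMDD 1) with each array left out. With slide as a fixed block, which leaves db/db-DMDD 1 alone against the vehicle arrays, it was -0.31. The change of the 14 target genes was not analysed here, because the files do not pair their probes with gene symbols and the probe sequences were not matched to transcripts.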

We predicted cis and trans mRNA targets of these 11 lncRNAs by the sequence of lncRNA (Supplementary Table S2). Unfortunately, there was no intersection between the candidate mRNAs and the predicted lncRNA targets. 

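A comparison of the 2 supplementary tables gave 0 of the 14 target genes of Table S2 among the 4 candidate mRNA genes. It also gave 0 among the 33 genes of the mRNA probes listed in Table S1. All 14 target genes and all 33 mRNA genes were found by current symbol or synonym in the GRCm38.p6 annotation, so each gene could be compared by name.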

To understand the function of candidate mRNAs (Mmp8, Hif3α, Timp1, and Fam187b), Gene Ontology enrichment analysis was performed and three cellular components were identified, including proteinaceous extracellular matrix (*p* = 0.0012), extracellular matrix (*p* = 0.0016), and extracellular space (*p* = 0.017). Eight biological processes were identified including proteolysis (*p* = 0.021), apoptotic process (*p* = 0.027), programmed cell death (*p* = 0.028), cell death (*p* = 0.031), death (*p* = 0.031), catabolic process (*p* = 0.032), negative regulation of cellular metabolic process (*p* = 0.043) and negative regulation of macromolecule metabolic process (*p* = 0.046). Molecular functions were identified including metalloendopeptidase inhibitor activity (*p* = 0.0018), metalloenzyme inhibitor activity (*p* = 0.0018), metalloenzyme regulator activity (*p* = 0.021), metalloendopeptidase activity (*p* = 0.017), protease binding (*p* = 0.020), growth factor activity (*p* = 0.024), and transcription corepressor activity (*p* = 0.024) (Figure 5C). We validated Mmp8, Hif3α, Timp1, and Fam187b expression in hippocampi of vehicle and DMDD-treated db/db mice by independent real-time PCR. The result showed that Hif3α (*p* = 0.0033) and Mmp8 (*p* = 0.0047) were significantly lower in db/db-DMDD mice than in db/db-vehicle mice. Although Timp1 decreased after DMDD treatment, there was no significant difference (*p* > 0.05) (Figure 5D). The Ct value of Fam187b was too low to detect (Ct value >40). Based on these results, we chose Mmp8 and Hif3α as DMDD potential targets for the following study.

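On the arrays, Hif3a was measured by probe MOUSELNCRNA_68291, with the sequence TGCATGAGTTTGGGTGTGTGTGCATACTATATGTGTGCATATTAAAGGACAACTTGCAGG. Its log2 signal was 6.11 ± 0.64 (SD, n = 3) in the arrays labelled db/db-vehicle and 5.91 ± 0.71 (SD, n = 3) in those labelled db/db-DMDD. The log2 fold change of -0.20 (standard error 0.44, adjusted p = 0.961 by limma) was smaller than the spread within either group, and the exact permutation test gave a two-sided p of 0.9. The arrays labelled db/db-vehicle 1 and 2 were at 6.48 and 6.49 and db/db-DMDD 1 at 6.70, while db/db-vehicle 3 was at 5.37 and db/db-DMDD 2 and 3 at 5.68 and 5.34. With slide as a fixed block, which leaves only db/db-DMDD 1 to set against the vehicle arrays, the log2 fold change was 0.59. Without the array labelled db/db-DMDD 3 it was 0.081. When the labels of db/db-vehicle 3 and db/db-DMDD 1 were exchanged, the log2 fold change was -1.09 (standard error 0.13, adjusted p = 0.997 by limma), each array of the DMDD group was lower than each array of the vehicle group, and the exact permutation p was 0.1. Across the other settings with these labels exchanged the log2 fold change stayed between -1.20 and -0.60, with an adjusted p from 0.361 to 1. The study listed Hif3a for a difference in this grouping, so its separation there is not independent evidence.
For Mmp8, the log2 signal was 4.63 ± 0.46 (SD, n = 3) and 4.26 ± 0.89 (SD, n = 3) in the arrays labelled db/db-vehicle and db/db-DMDD, a log2 fold change of -0.37 (standard error 0.46, adjusted p = 0.954 by limma) that was within the spread of the groups and was 0.65 for db/db-DMDD 1 alone against the vehicle arrays, with slide as a fixed block. The exchanged labels gave -1.01 (standard error 0.28, adjusted p = 0.997 by limma). Timp1 was higher by 0.31 on the log2 scale in the arrays labelled db/db-DMDD (standard error 0.53, adjusted p = 0.958 by limma), was -0.20 without the array labelled db/db-vehicle 3 and -0.12 without db/db-DMDD 1, and was lower in the exchanged grouping, with a log2 fold change of -1.14 (standard error 0.32). The Fam187b probes share 59 of their 60 bases and are not independent measurements. They had log2 fold changes of -1.03 (standard error 0.59) and -1.05 (standard error 0.49) as labelled, each with an adjusted p of 0.954 by limma, and of -1.67 and -1.41 with the labels exchanged. All 5 mRNA probes were well above background on all 6 arrays. The paper could not detect Fam187b by real-time PCR, whereas its probes gave log2 signals from 7.11 to 9.62 on the arrays. What these probes measured was not tested. The paper reasons from the array list to 4 candidate mRNAs, and from the lower Hif3α and Mmp8 found by real-time PCR, which was not analysed here, to the choice of these genes as potential targets of DMDD.

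**Figure D2:**
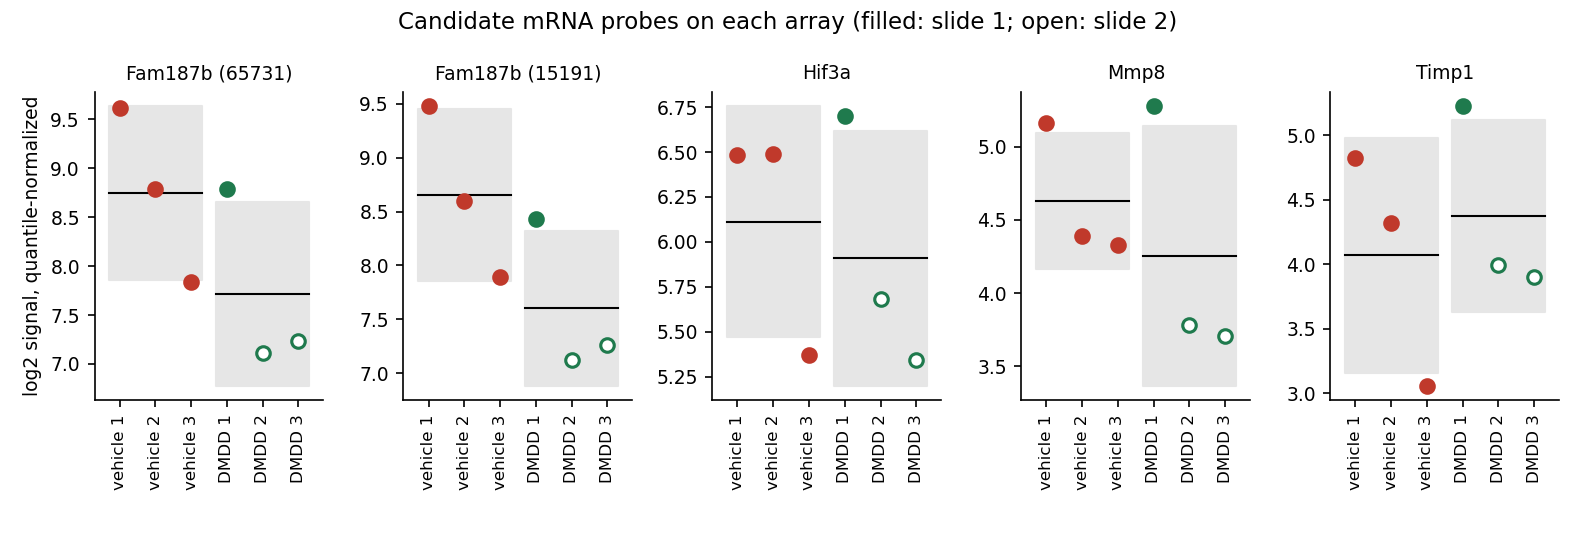
Quantile-normalized log2 signal of the 5 candidate mRNA probes (vertical axis) on each of the 6 arrays (horizontal axis), in red for arrays labelled db/db-vehicle and in green for arrays labelled db/db-DMDD, filled for slide 1 and open for slide 2; black lines are the means of the labelled groups and grey bands 1 SD on either side. For Hif3a, the array labelled DMDD 1 lies at 6.70 beside vehicle 1 and 2, and the array labelled vehicle 3 lies at 5.37 beside DMDD 2 and 3.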

**FIGURE 5:**
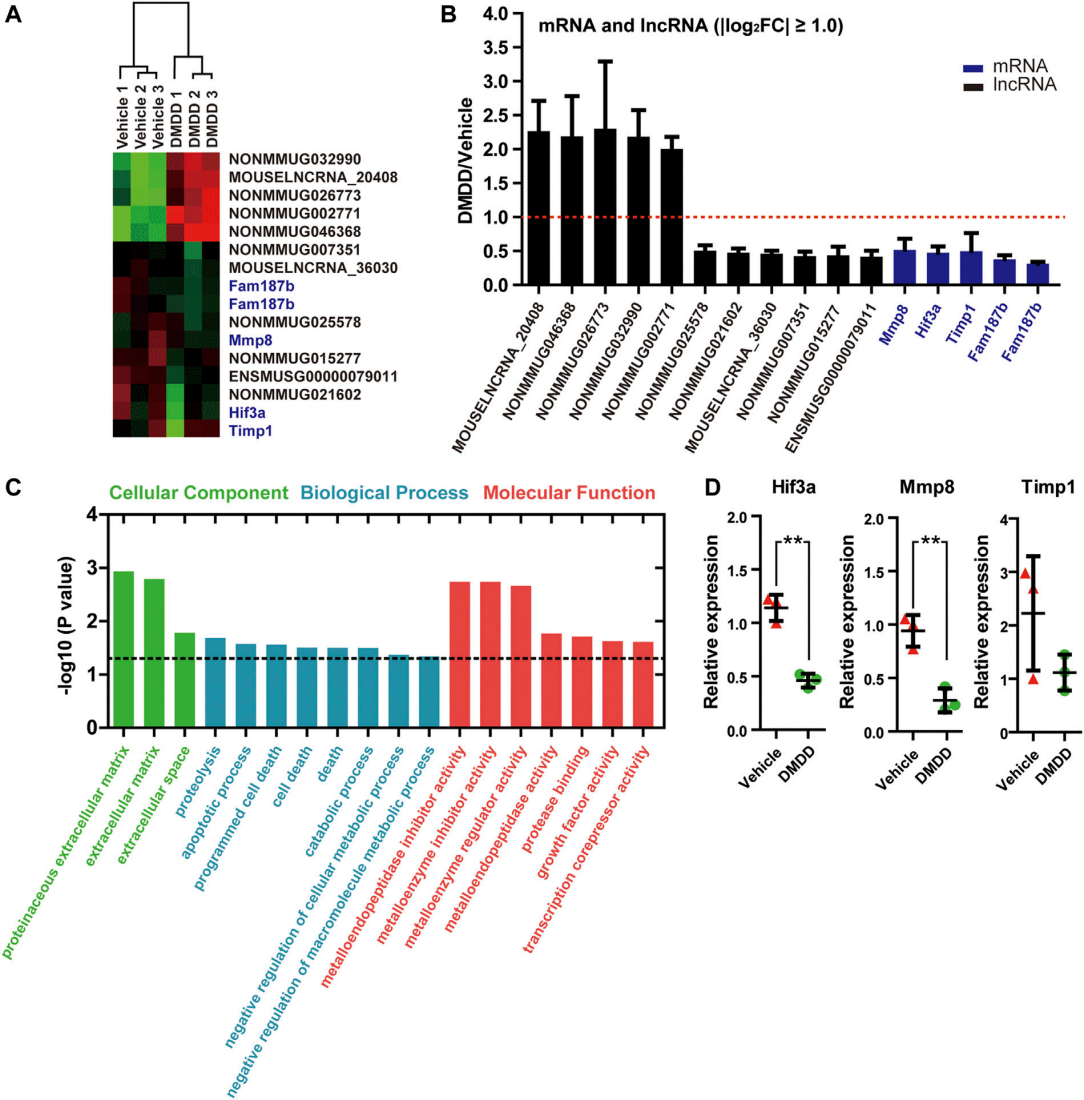
mRNAs and lncRNAs regulations in the hippocampi of DMDD-treated db/db mice. **(A)** Heat maps showing 16 different expressed genes between vehicle (*n* = 3) and DMDD (*n* = 3)-treated db/db mice, including 11 lncRNAs and5 mRNAs (fold change >2.0 and p < 0.05). Columns represent samples, rows represent lncRNAs (black) and mRNAs (blue), red means high expression, and green means low expression. **(B)** Bar graph showing altered mRNAs and lncRNAs in DMDD-treated T2D db/db mice hippocampus (*n* = 3) using microarray analysis. Vehicle group (*n* = 3) is represented by red dashed line. **(C)** Gene Ontology enrichment analysis of the different expressions mRNAs in vehicle (*n* = 3) and DMDD (*n* = 3)-treated db/db mice. A value of *p* equal to 0.05 is represented by a black dashed line. **(D)** Expressions of hypoxia-inducible factor-3α (Hif3α), Mmp8, and Timp1 were verified in three pairs of vehicle and DMDD-treated db/db mice by qRT-PCR. All data are shown as means ± SD. * *p* < 0.05, ** *p* < 0.01 for Student’s t-test.

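The 16 probes of the heat map were clustered as the methods describe, by un-centered correlation with average linkage after median-centering of probes and arrays. The arrays labelled db/db-DMDD 2 and 3 joined first, at a distance of 0.101, and db/db-vehicle 1 joined db/db-DMDD 1, at 0.135. The array labelled db/db-vehicle 2 then joined the latter pair and db/db-vehicle 3 the former, and these clusters of 3 arrays joined last, at 1.77. This is the division that gave Table S1. The 16 probes were chosen for a difference in it, so their clustering is not independent evidence for it. Over all 67732 tested probes, the arrays did not cluster by the labels. There, db/db-vehicle 2 joined db/db-DMDD 3 first, at 0.805, and db/db-vehicle 1 joined db/db-vehicle 3, at 0.889. The mean distance between labelled groups minus that within groups was -0.0772 (exact permutation test over the 10 divisions, one-sided, p = 0.6, the smallest possible being 0.1). With the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged it was 0.0071 (exact permutation p = 0.4). Under the labels, it became 0.130 without the array labelled db/db-vehicle 2 and 0.0917 without db/db-DMDD 1.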

### Hypoxia-Inducible Factor-3α mRNA Expression was Significantly Increased in Alzheimer’s Disease and Parkinson’s Disease

Due to the fact that T2D and neurodegeneration disease shared the overlapping pathophysiological mechanisms and pathways, we detected Mmp8 and Hif3α mRNA expression value in AD and PD samples by analyzing gene expression datasets in GEO. Two related datasets were downloaded and analyzed, including expression profiling of AD brain hippocampi (GDS810, 9 healthy normal control and 22 ADs at various stages including 7 incipient, 8 moderate, and 7 severe AD) (Blalock et al., 2004) and expression profiling of PD blood (GDS2519, 22 healthy control, and 50 PDs) (Scherzer et al., 2008). The results showed that no significant difference was found for Mmp8 expression between healthy control and AD or PD (*p* > 0.05). However, Hif3α was significantly increased in AD and PD compared with healthy control (*p* < 0.05, Figures 6A,C). Remarkably, the expression of Hif3α was significantly higher in severe AD than in incipient AD (*p* < 0.05, Figure 6B).

**FIGURE 6:**
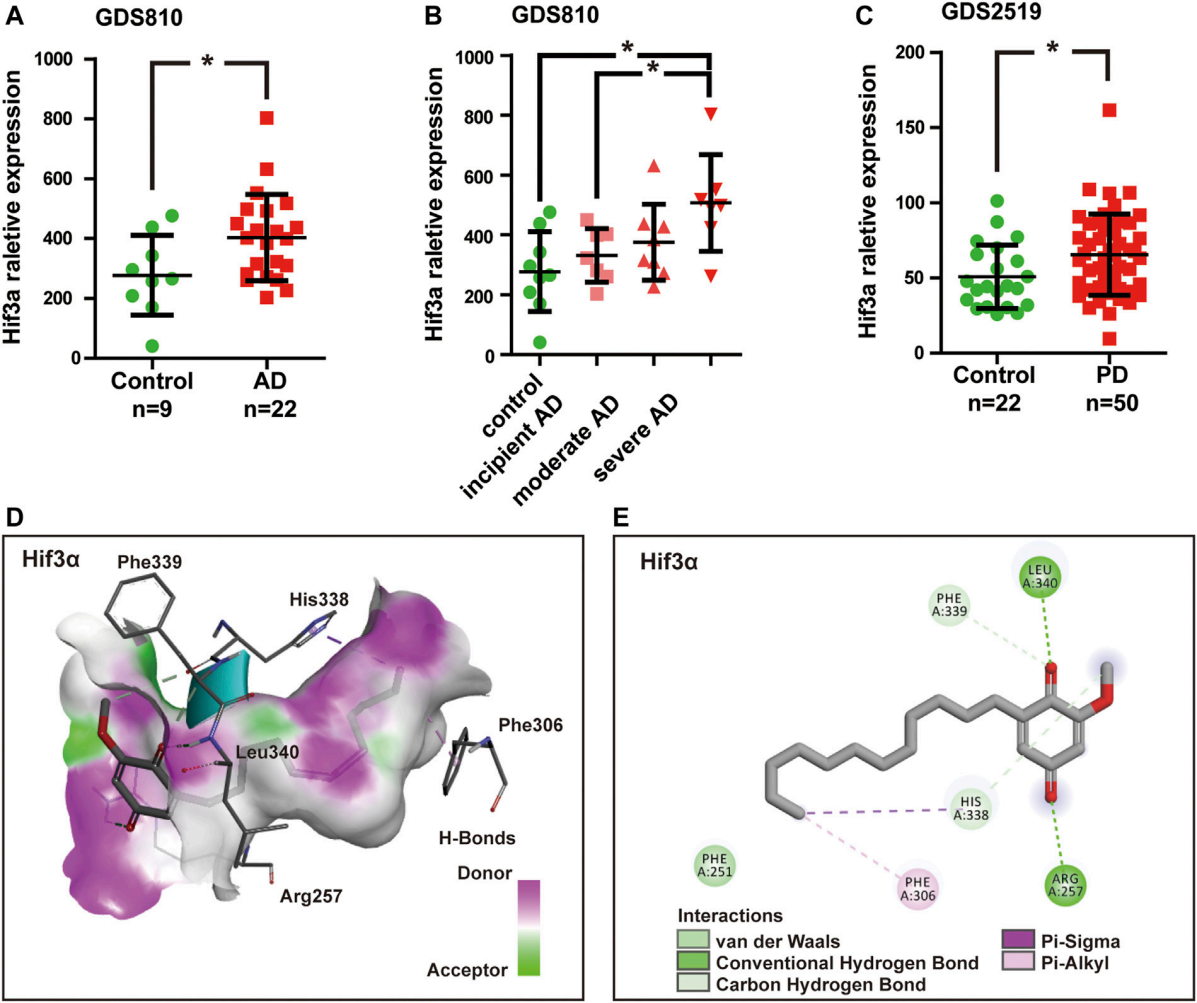
Hif3a mRNA expression was significantly increased in Alzheimer’s disease (AD) and Parkinson’s disease (PD). **(A)** Hif3a expression levels in AD and healthy control hippocampi in GDS810 data set (9 healthy control vs. 22 ADs). **(B)** Hif3a expression level was significantly higher in severe AD than in incipient AD in GDS810 data set (9 healthy control vs. 22 ADs at various stages including 7 incipient, 8 moderate, and 7 severe ADs). **(C)** Hif3a expression levels in PD and healthy control blood samples in GDS2519 data set (22 healthy control *vs*. 50 PDs). **(D)** DMDD binding with the pocket of Hif3a is composed of hydrogen bonds and the interaction pattern of DMDD with the residues. **(E)** A 2D diagram between the Hif3a and residues.*p < 0.05 for Student’s t-test.

A molecular docking model was constructed to further explore the mechanism of interaction between DMDD and Hif3α (PDB, 4WN5). Processing of the DMDD included energy minimized. The refinement of structure of DMDD was used for the dock. PyRx was used for the docking studies. The docked conformation corresponding to the lowest binding energy was selected as the most probable binding conformation. The result showed that DMDD could stay in a binding pocket surrounded by Hif3α amino acid Arg257, Phe306, His338, Phe339, and Leu340 (Figures 6D,E). These suggested that Hif3a was not only a potential target of DMDD, but also a diagnostic biomarker of AD and PD.

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Protects Mouse Hippocampal HT22 Cells From Hyperglycemia-Induced Injury

In order to further confirm the neuroprotection of DMDD, the cell injury model was established by high-glucose treatment in HT22 cells. The protective effects of DMDD were investigated by MTS assay. The result showed that the apparent cytotoxicity could be detected when HT22 cells were cultured for 48 h with high concentrations of DMDD (7.00 μM) (Figures 7A,B). However, there was no obvious difference in cell viability between the DMDD-treated groups of different low concentrations (0.22, 0.44, 0.88, 1.75, and 3.50 μM) and the vehicle group (*p* > 0.05) (Figure 7B). As shown in Figure 7C, the cell viability of HT22 cells was significantly decreased after high-glucose treatment for 48 h (*p* < 0.05), and the administration of DMDD at concentrations of 0.44, 0.88, 1.75, and 3.50 μM obviously inhibited the decrease in cell viability induced by high glucose in HT22 cells (*p* < 0.05) (Figure 7C). In addition, the treatment with 1.75 μM of DMDD reduced Tau-1 protein levels (*p* < 0.05) and treatment with 3.50 μM of DMDD reduced p-Tau 199/202 protein levels (*p* < 0.05) compared with the high glucose-treated HT22 cells (Figures 7D,E). These results indicated that DMDD treatment had a protective effect on high glucose-induced neural damage.

**FIGURE 7:**
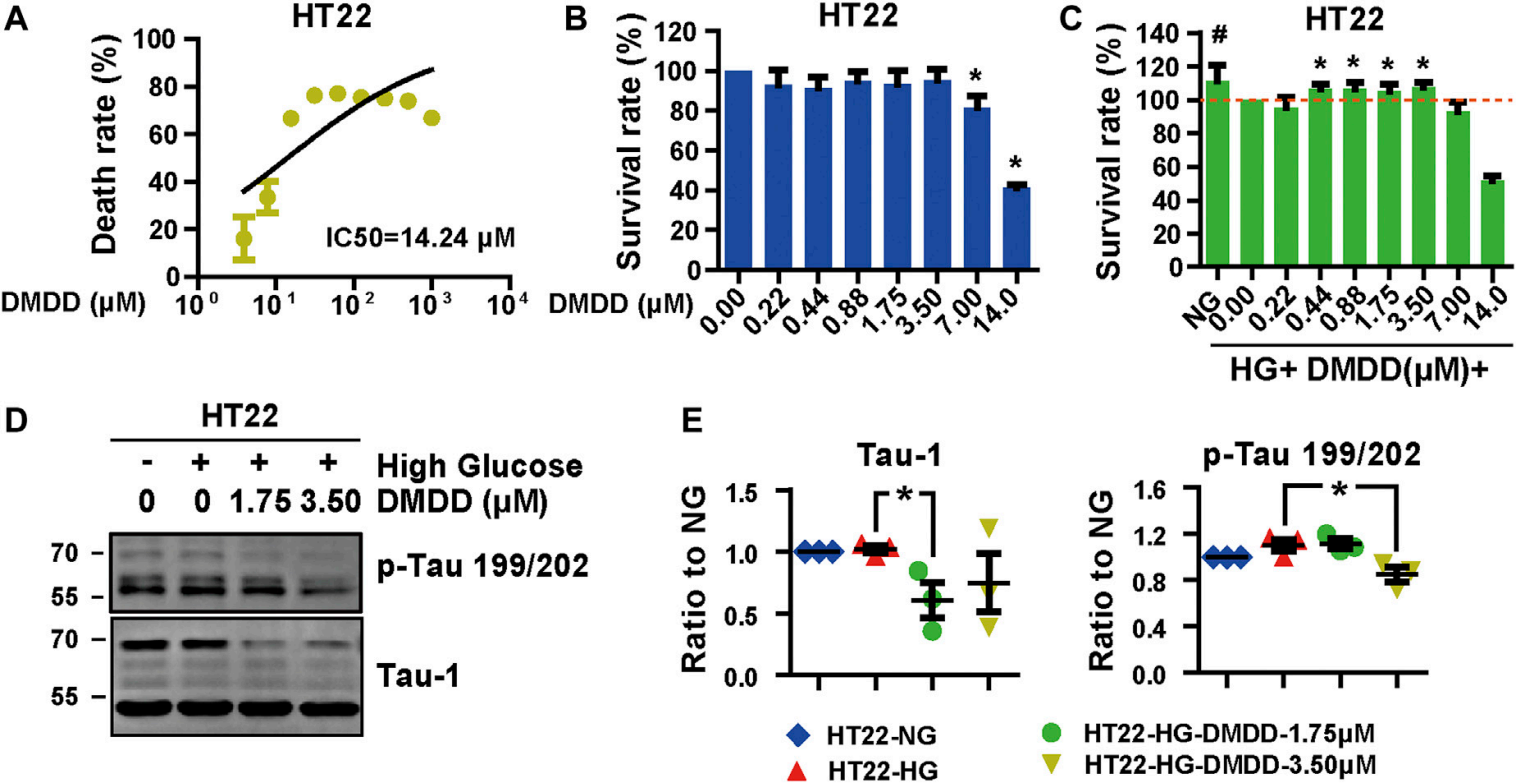
DMDD reduced neurodegeneration disease-related protein expression in HT22 cells. **(A)** The dose-effective curve of DMDD on HT22 cells. **(B**) DMDD treatment had no obvious cytotoxicity with concentrations under 3.50 μM in HT22 cell. **(C)** The protection effect of DMDD on the high glucose-treated HT22 cells. **(D)** AD-related proteins were tested by Western blotting. **(E)** Relative expression of proteins was standardized by gapdh and HT22-NG group for each sample. Data are expressed as means ± SD, *p < 0.05 for Student’s t-test.

### 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione Protected Against High Glucose-Induced Apoptosis in HT22 Cells and the Hippocampi of Db/Db Mice

Considering that Hif3a is potential target for DMDD and is also a pro-apoptotic factor (Torii et al., 2011), we performed Hoechst and PI staining to evaluate the potential effect of DMDD on high glucose-induced apoptosis in HT22 cells. The results showed that cell apoptosis and death were significantly increased after high glucose treatment in HT22 cells, whereas DMDD prevented high glucose induced-apoptosis and death in HT22 cells (Figures 8A,B). The expression levels of apoptosis markers further validated the above results. Western blot analysis showed that high glucose upregulated the expression of Hif3a, cleaved parp, Bad, Bax, Caspase 9, cleaved Caspase 9 (37 kDa), and cleaved Caspase3 in HT22 cells (Figure 8C). DMDD treatment inhibited high glucose-induced expression of Hif3a, cleaved parp, Bad, Bax, caspase 9, cleaved caspase 9 (37 kDa), and cleaved caspase 3 in HT22 cells (Figure 8C). Moreover, DMDD exerts a dose-dependent effect on the expression of Hif3a, Bad, Bax, caspase 9, cleaved caspase 9 (37 kDa), and cleaved caspase 3 (Figure 8C). Similar results were also demonstrated in the hippocampi of db/db mice. As shown in Figures 8D,E, there were significantly higher Hif3a, caspase 3, and Bad expression in vehicle-treated db/db group than in db/m group (*p* < 0.05). However, the expression levels of Hif3a, cleaved Parp, caspase 3, and Bax were significantly reduced in DMDD-treated db/db group compared with db/db-vehicle group (*p* < 0.05). These results indicated that DMDD treatment decreased pro-apoptotic factor Hif3a expression and protected neurons from high glucose-induced apoptosis *in vivo* and *in vitro*.

**FIGURE 8:**
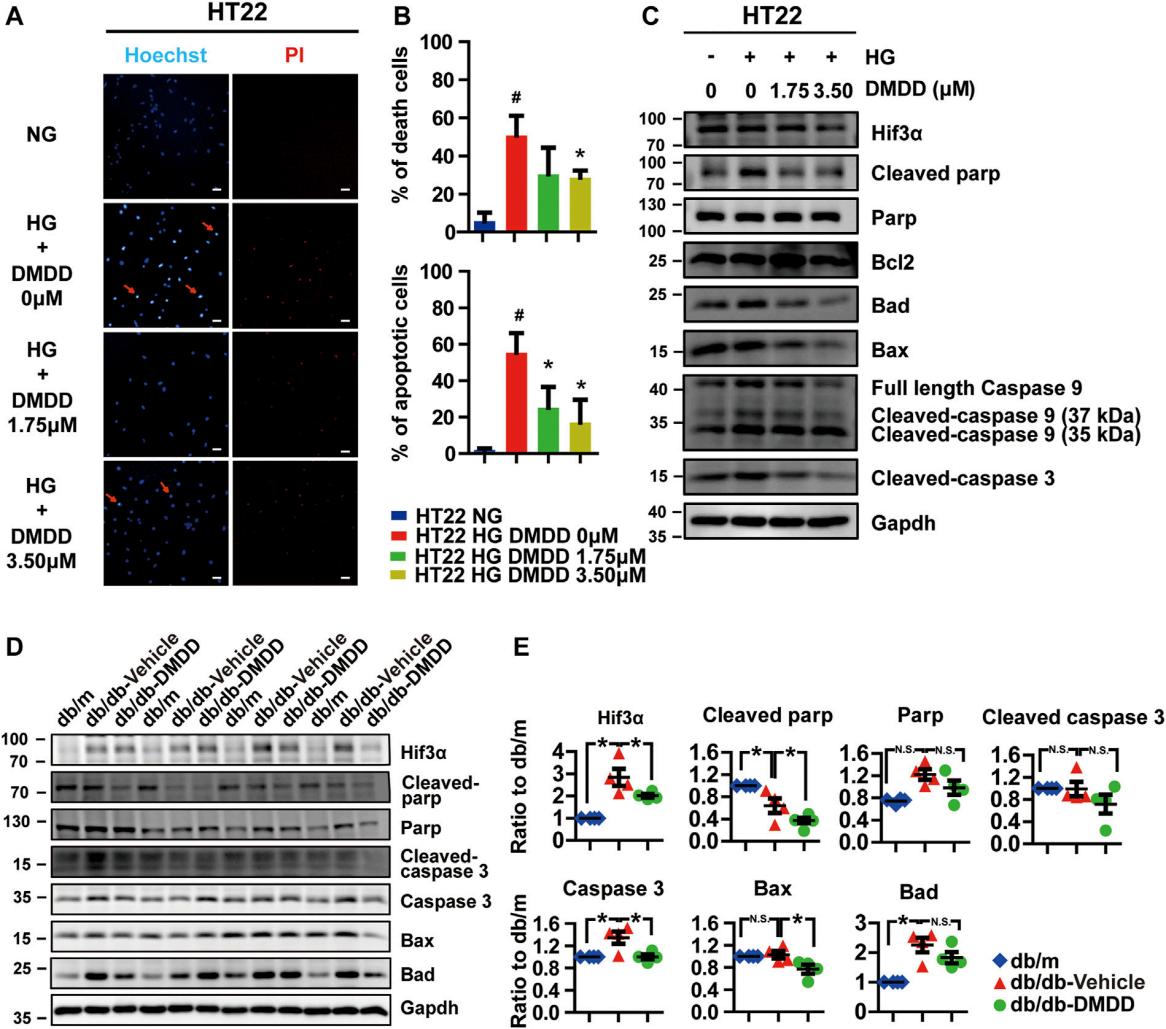
DMDD prevented high glucose-induced apoptosis in HT22 cells and hippocampi of T2D db/db mice. **(A)** Images of Hoechst 33342 and PI staining in HT22 cells pre-incubated with DMDD (0, 1.75, 3.50 μM) for 48 h in normal glucose (NG) or high-glucose (HG) medium. Scale bars, 20 mm. **(B)** Quantification of dead and apoptotic cells (*n* = 4). **(C)** HT22 cells were incubated with DMDD (0, 1.75, 3.50 μM) for 48 h in NG or HG medium. Hif3α and apoptosis-related proteins were detected by Western blot. **(D)** The expressions of HIF3α and apoptosis-related protein in db/m-control mice (*n* = 4), vehicle-treated db/db (*n* = 4), and DMDD-treated db/db (*n* = 4) mice hippocampus tissues were measured by Western blotting. **(E)** Relative expression of proteins was standardized by gapdh and db/m-control group for each sample. Data are expressed as means ± SD, * *p* < 0.05 for one-way ANOVA test.

## Discussion

Type 2 diabetes mellitus (T2DM) is a progressive, chronic disease characterized by hyperglycemia and affects millions of people worldwide. The high incidence of neurodegenerative disease in patients with T2DM is supported by epidemiological data, and it is well recognized that T2DM is an independent risk factor of cognitive impairment (Sims-Robinson et al., 2010). In fact, mounting evidence showed that insulin resistance and deficiency could lead to structural and functional alterations in the brain. This suggests that overlapping pathological mechanisms exist in neurodegenerative diseases and diabetes (Craft and Watson, 2004). Hence, antidiabetic agents might have potential therapeutic benefits for the treatment of diabetic cognitive impairment.

2-Dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione (DMDD), an active compound was purified from the roots of *Averrhoa carambola L.* Previous studies have reported that DMDD improves cognitive impairment by protected against neuronal apoptosis in APP/PS1 Alzheimer’s disease mice (Wei et al., 2018). In addition to anticognitive impairment activity, DMDD had an antidiabetic activity by decreasing AGE expression and downregulating key genes in the NFκB–TGFβ1 pathway in KKAy mice. DMDD alleviates diabetic nephropathy by mitigating kidney damage and inflammation *via* the inhibition of the TLR4/MyD88/NF-κB signaling pathway (Lu et al., 2019). Notably, the NF-κB signaling pathway plays a critical role across many cellular processes, especially neuronal development (Garcia-Garcia et al., 2021). Suppression of the NF-κβ signaling pathway can prevent diabetes-associated cognitive impairment (Kuhad et al., 2009). Although therapeutic actions of DMDD on diabetes mellitus and Alzheimer’s disease were studied, the therapeutic potential of DMDD on diabetic cognitive impairment and its underlying mechanisms remains unclear.

Emerging evidence showed that the pathogenesis of AD, PD, and T2DM are synergistic (Moran et al., 2015; Pagano et al., 2018). Abnormal insulin level in T2DM promotes Lewy body (composed of α-synuclein) formation, tau phosphorylation, and ultimately leads to diabetic cognitive impairment (Sato and Morishita, 2014). Therefore, it is particularly important to choose a suitable animal model for studying diabetic cognitive impairment. Several animal models are used to investigate the effect of spontaneous type 2 diabetes on neurodegenerative disease. Most of them are characterized by leptin impairment. Leptin plays a key role in immunity, regulation of insulin secretion, and hippocampal behavioral deficits (Bjørbaek and Kahn, 2004; Yadav et al., 2013; Platt et al., 2016). Studies showed that the db/db mouse model, which carries mutated leptin receptor, exhibited metabolic syndrome of T2DM (such as hyperglycemia, overweight, dyslipidemia, insulin resistance, and inflammation), also accompanied with cognition impairment symptoms (Yermakov et al., 2019). In the present study, we observed significant hyperglycemia, excessive body weight, spatial working memory impairment, and object recognition memory impairment in db/db mice compared with db/m control mice. DMDD treatment improves hyperglycemia and learning memory impairment in db/db mice. In terms of pathological mechanism, tau and α-synuclein, which are the pathologic characteristics of AD and PD, were significantly upregulated in the hippocampus of db/db mice. DMDD treatment reduced the abnormal protein expressions of Tau-1 and α-synuclein in the hippocampi of db/db mice. These results confirmed that the db/db mice model could be effectively applied to diabetic cognitive impairment study. Furthermore, DMDD protects db/db mice from hyperglycemia and neural damage by decreasing the expression of Tau-1 and α-synuclein.

To date, only a few mRNAs and lncRNAs have been reported to be dysregulated and functionally characterized in diabetic cognitive impairment. Microarray provides a comprehensive assessment of expressed probes and allows identification of mRNAs and lncRNAs with diagnostic, prognostic, and functional potential in diabetic cognitive impairment (Ci et al., 2018; Santiago et al., 2019). To find the potential target genes of DMDD and cell signaling associated with diabetic cognitive impairment treatment, we test the gene expression profile in the hippocampi of db/db mice by RNA microarray. Eleven lncRNAs and four mRNAs had significantly different expressions in the hippocampi of DMDD-treated mice compared with db/db-vehicle mice. In order to identify molecular mechanisms of lncRNA, we predicted mRNA targets of these 11 lncRNAs by the sequence of lncRNA. Unfortunately, there was no intersection between the candidate mRNAs and the predicted lncRNA targets. GO analysis indicated that the potential target mRNAs of DMDD (Mmp8, Hif3α, Timp1, and Fam187b) were correlated with proteolysis, apoptotic process, programmed cell death, protease binding, and other important biological processes. Among them, defective proteolysis (Homma and Fujii, 2020), apoptosis (Li et al., 2020), and cell death (Nguyen et al., 2020) are closely related to neurodegenerative and metabolic diseases. We validated the potential target mRNA expression of DMDD by independent real-time PCR. The results showed that Hif3α and Mmp8 were significantly lower in the hippocampi of DMDD-treated db/db mice than in that of db/db-vehicle mice. These mRNAs could potentially serve as DMDD targets in diabetic cognitive impairment treatment.

Hypoxia-inducible factor-3α (Hif3a) is member of hypoxia-inducible factors (HIFs). As transcriptional factors, the HIF family has a vital role in transcriptional response to hypoxic stress by regulating different target genes. Compared with HIF1A and HIF2A, much less is known about HIF3A. This is, in part, due to the existence of multiple HIF3A variants that made it challenging to elucidate HIF3A functions. Recently, studies have shown that HIF3A expression and methylation are related to adipose tissue dysfunction (Pfeiffer et al., 2016), insulin resistance (Main et al., 2016), and gestational diabetes mellitus (Zhang et al., 2019). In addition, researchers also noted that microglial cells expressed HIF3A under inflammatory conditions, and hypoxia treatment resulted in a marked upregulation of HIF3A mRNA levels in the adult rat cortex, hippocampus, lungs, kidneys, and myocardial tissue (Heidbreder et al., 2003). These pathophysiological events are believed to be key factors contributing to neurodegeneration disease and diabetes mellitus progression. Significantly, a splicing variant of HIF3A, named IPAS (Makino et al., 2002; Torii et al., 2011; Kasai et al., 2017), has recently been found to act as a pro-apoptotic factor in the mitochondria by binding directly to the pro-survival Bcl-2 family and activating caspase 3 in PC12 cells. In addition, a previous study indicated that IPAS might take part in the pathogenesis of both sporadic and familial PD by acting as a substrate of PINK1 and Parkin and mediating neuronal cell death (Torii et al., 2015). In this study, Hif3a was further validated for its expression in two independent AD and PD microarray data sets. Moreover, we found that Hif3α was significantly increased in the hippocampi of AD patients and the blood of PD patients compared with that of healthy control, and related to the severity of AD. Then we conducted molecular docking between DMDD and Hif3α. The result showed that DMDD could stay in a binding pocket surrounded by Hif3α amino acid Arg257, Phe306, His338, Phe339, and Leu340. The mRNA and protein levels of Hif3α were upregulated in the hippocampi of db/db mice and high glucose-treated HT22 cells. It suggested that Hif3a was not only a potential target of DMDD to protect neurons from damage, but also a diagnostic biomarker of neurodegenerative disease.

Apoptosis plays a crucial role in diabetes-induced cognitive and memory impairment. Mitochondrial dysfunction is one of the main causes of apoptosis and is also a key factor of cognitive deficits in neurodevelopmental disorders and neurodegenerative diseases (Cheng et al., 2019). Growing evidence showed that even before the occurrence of AD pathological symptoms or any detectable cognitive decline, there are mitochondrial dysfunctions that happened (Iglesias-Gato et al., 2016). Interaction between dysfunctional mitochondria and impaired insulin signaling can finally promote the development of AD in diabetic patients (Jadiya et al., 2019). When mitochondrial dysfunction happened, antiapoptotic proteins Bcl-2 and Bcl-xL participated in this process by controlling mitochondrial permeability. They exist in the outer mitochondrial membrane and inhibit the release of pro-apoptotic protein cytochrome c from mitochondria. Following death signal, the pro-apoptotic proteins Bad, Bid, Bax, and Bim, which exist in the cytosol, will be transferred to the mitochondria, promote the release of cytochrome c to the cytosol, activate the caspase cascade, and lead to cell death (Pradelli et al., 2010; Ola et al., 2011). Apoptosis caused by mitochondrial dysfunction has been implicated in the pathogenesis of diseases characterized by excessive cell death, such as neurodegenerative diseases and diabetes (Quintanilla et al., 2009). Hif3a, as a pro-apoptotic protein, can block the interaction between Bcl-xL and Bax, and inhibits the antiapoptosis function of Bcl-xL (Torii et al., 2011). In this study, we found that cell apoptosis and death were significantly increased after high glucose treatment, and DMDD prevents high glucose-induced apoptosis and death in HT22 cells. Hif3a and apoptosis-related proteins cleaved parp, Bad, Bax, caspase 9, cleaved caspase 9, and cleaved caspase 3 were upregulated after high-glucose treatment. DMDD treatment inhibited high glucose-induced expression of Hif3a, cleaved parp, Bad, Bax, caspase 9, cleaved caspase 9, and cleaved caspase 3 *in vivo* and *in vitro*. These results indicated that DMDD treatment protected neurons from high glucose-induced apoptosis by regulating apoptosis-related protein Hif3α. However, the function and mechanism of Hif3a in the pathogenesis of high glucose-induced cognitive deficits is still unknown, and further research is needed.

## Conclusion

We studied the neuroprotective effects of DMDD to high glucose-induced HT22 hippocampal neuron cell injury *in vitro* and learning memory impairment of db/db mice *in vivo*. The results indicated that DMDD treatment reduced the abnormal protein expressions of Tau-1 in the hippocampi of db/db mice. Moreover, DMDD treatment inhibited hyperglycemia-induced apoptosis through inhibiting the pro-apoptotic protein Hif3a, cleaved parp, caspase 3, and Bax in hippocampal neurons. Our findings suggest that DMDD has the potential to prevent and treat cognitive impairment in people with diabetes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174378

## References

[B1] AshrafG. M.GreigN. H.KhanT. A.HassanI.TabrezS.ShakilS. (2014). Protein Misfolding and Aggregation in Alzheimer's Disease and Type 2 Diabetes Mellitus. CNS Neurol. Disord. Drug Targets 13, 1280–1293. 10.2174/1871527313666140917095514 25230234PMC5193501

[B2] AthaudaD.FoltynieT. (2016). Insulin Resistance and Parkinson's Disease: A New Target for Disease Modification. Prog. Neurobiol. 145–146, 98–120. 10.1016/j.pneurobio.2016.10.001 27713036

[B3] BharadwajP.WijesekaraN.LiyanapathiranaM.NewsholmeP.IttnerL.FraserP. (2017). The Link between Type 2 Diabetes and Neurodegeneration: Roles for Amyloid-β, Amylin, and Tau Proteins. J. Alzheimers Dis. 59, 421–432. 10.3233/JAD-161192 28269785

[B4] BjorbaekC.KahnB. B. (2004). Leptin Signaling in the central Nervous System and the Periphery. Recent Prog. Horm. Res. 59, 305–331. 10.1210/rp.59.1.305 14749508

[B5] BlalockE. M.GeddesJ. W.ChenK. C.PorterN. M.MarkesberyW. R.LandfieldP. W. (2004). Incipient Alzheimer's Disease: Microarray Correlation Analyses Reveal Major Transcriptional and Tumor Suppressor Responses. Proc. Natl. Acad. Sci. U S A. 101, 2173–2178. 10.1073/pnas.0308512100 14769913PMC357071

[B6] ChatterjeeS.PetersS. A.WoodwardM.Mejia ArangoS.BattyG. D.BeckettN. (2016). Type 2 Diabetes as a Risk Factor for Dementia in Women Compared with Men: A Pooled Analysis of 2.3 Million People Comprising More Than 100,000 Cases of Dementia. Diabetes care 39, 300–307. 10.2337/dc15-1588 26681727PMC4722942

[B7] ChengH.GangX.LiuY.WangG.ZhaoX.WangG. (2019). Mitochondrial Dysfunction Plays a Key Role in the Development of Neurodegenerative Diseases in Diabetes. Am. J. Physiol. Endocrinol. Metab. 318 (5), E750–E764. 10.1152/ajpendo.00179.02019 31714795

[B8] CiL. Y.LiuD. S.YangJ. Q.LiuY. Z.LiC. L.ZhangX. (2018). Expression of Long Non-coding RNA and mRNA in the hippocampus of M-ice with T-ype 2 D-iabetes. Mol. Med. Rep. 18, 4960–4968. 10.3892/mmr.2018.9504 30272307PMC6236254

[B9] CraftS.WatsonG. S. (2004). Insulin and Neurodegenerative Disease: Shared and Specific Mechanisms. Lancet Neurol. 3, 169–178. 10.1016/S1474-4422(04)00681-7 14980532

[B10] Garcia-GarciaV. A.AlamedaJ. P.PageA.CasanovaM. L. (2021). Role of NF-kappaB in Ageing and Age-Related Diseases: Lessons from Genetically Modified Mouse Models. Cells 10 (8), 1906. 10.3390/cells10081906 34440675PMC8394846

[B11] HeidbrederM.FröhlichF.JöhrenO.DendorferA.QadriF.DominiakP. (2003). Hypoxia Rapidly Activates HIF-3alpha mRNA Expression. FASEB J. 17, 1541–1543. 10.1096/fj.02-0963fje 12824304

[B12] HoK. H.YangX.OsipovichA. B.CabreraO.HayashiM. L.MagnusonM. A. (2020). Glucose Regulates Microtubule Disassembly and the Dose of Insulin Secretion via Tau Phosphorylation. Diabetes 69, 1936–1947. 10.2337/db19-1186 32540877PMC7458041

[B13] HommaT.FujiiJ. (2020). Emerging Connections between Oxidative Stress, Defective Proteolysis, and Metabolic Diseases. Free Radic. Res. 54, 931–946. 10.1080/10715762.2020.1734588 32308060

[B14] Iglesias-GatoD.WikströmP.TyanovaS.LavalleeC.ThysellE.CarlssonJ. (2016). The Proteome of Primary Prostate Cancer. Eur. Urol. 69, 942–952. 10.1016/j.eururo.2015.10.053 26651926

[B15] JadiyaP.KolmetzkyD. W.TomarD.Di MecoA.LombardiA. A.LambertJ. P. (2019). Impaired Mitochondrial Calcium Efflux Contributes to Disease Progression in Models of Alzheimer's Disease. Nat. Commun. 10, 3885. 10.1038/s41467-019-11813-6 31467276PMC6715724

[B16] KasaiS.RichardsonM. J. E.ToriiS.YasumotoK. I.ShimaH.IgarashiK. (2017). Increase in Proapoptotic Activity of Inhibitory PAS Domain Protein via Phosphorylation by MK2. Febs J. 284, 4115–4127. 10.1111/febs.14300 29054108

[B17] KhachoM.HarrisR.SlackR. S. (2019). Mitochondria as central Regulators of Neural Stem Cell Fate and Cognitive Function. Nat. Rev. Neurosci. 20, 34–48. 10.1038/s41583-018-0091-3 30464208

[B18] KraeuterA. K.GuestP. C.SarnyaiZ. (2019). The Y-Maze for Assessment of Spatial Working and Reference Memory in Mice. Methods Mol. Biol. 1916, 105–111. 10.1007/978-1-4939-8994-2_10 30535688

[B19] KuhadA.BishnoiM.TiwariV.ChopraK. (2009). Suppression of NF-Kappabeta Signaling Pathway by Tocotrienol Can Prevent Diabetes Associated Cognitive Deficits. Pharmacol. Biochem. Behav. 92, 251–259. 10.1016/j.pbb.2008.12.012 19138703

[B20] KulicL.WollmerM. A.RheinV.PaganiL.KuehnleK.CattepoelS. (2011). Combined Expression of Tau and the Harlequin Mouse Mutation Leads to Increased Mitochondrial Dysfunction, Tau Pathology and Neurodegeneration. Neurobiol. Aging 32, 1827–1838. 10.1016/j.neurobiolaging.2009.10.014 19942317

[B21] LiJ. M.ZhaoY.SunY.KongL. D. (2020). Potential Effect of Herbal Antidepressants on Cognitive Deficit: Pharmacological Activity and Possible Molecular Mechanism. J. Ethnopharmacol 257, 112830. 10.1016/j.jep.2020.112830 32259666

[B22] LuS.ZhangH.WeiX.HuangX.ChenL.JiangL. (2019). 2-dodecyl-6-methoxycyclohexa-2,5-diene-1,4-dione Isolated from *Averrhoa carambola* L. Root Ameliorates Diabetic Nephropathy by Inhibiting the TLR4/MyD88/NF-Κb Pathway. Diabetes Metab. Syndr. Obes. 12, 1355–1363. 10.2147/DMSO.S209436 31496773PMC6689538

[B23] LueptowL. M. (2017). Novel Object Recognition Test for the Investigation of Learning and Memory in Mice. J. visualized experiments : JoVE 126, 55718. 10.3791/55718 PMC561439128892027

[B24] MainA. M.GillbergL.JacobsenA. L.NilssonE.GjesingA. P.HansenT. (2016). DNA Methylation and Gene Expression of HIF3A: Cross-Tissue Validation and Associations with BMI and Insulin Resistance. Clin. Epigenetics 8, 89. 10.1186/s13148-016-0258-6 27594926PMC5010678

[B25] MakinoY.KanopkaA.WilsonW. J.TanakaH.PoellingerL. (2002). Inhibitory PAS Domain Protein (IPAS) is a Hypoxia-Inducible Splicing Variant of the Hypoxia-Inducible Factor-3alpha Locus. J. Biol. Chem. 277, 32405–32408. 10.1074/jbc.C200328200 12119283

[B26] MoranC.BeareR.PhanT. G.BruceD. G.CallisayaM. L.SrikanthV. (2015). Type 2 Diabetes Mellitus and Biomarkers of Neurodegeneration. Neurology 85, 1123–1130. 10.1212/WNL.0000000000001982 26333802PMC5573049

[B27] NguyenT. T.TaQ. T. H.NguyenT. T. D.LeT. T.VoV. G. (2020). Role of Insulin Resistance in the Alzheimer’s Disease Progression. Neurochem. Res. 45, 1481–1491. 10.1007/s11064-020-03031-0 32314178

[B28] OlaM. S.NawazM.AhsanH. (2011). Role of Bcl-2 Family Proteins and Caspases in the Regulation of Apoptosis. Mol. Cel Biochem 351, 41–58. 10.1007/s11010-010-0709-x 21210296

[B29] OrdonezD. G.LeeM. K.FeanyM. B. (2018). α-Synuclein Induces Mitochondrial Dysfunction through Spectrin and the Actin Cytoskeleton. Neuron 97, 108–124.e6. 10.1016/j.neuron.2017.11.036 29249285PMC5755717

[B30] PaganoG.PolychronisS.WilsonH.GiordanoB.FerraraN.NiccoliniF. (2018). Diabetes Mellitus and Parkinson Disease. Neurology 90, e1654–e1662. 10.1212/WNL.0000000000005475 29626177

[B31] PfeifferS.KrügerJ.MaierhoferA.BöttcherY.KlötingN.El HajjN. (2016). Hypoxia-inducible Factor 3A Gene Expression and Methylation in Adipose Tissue is Related to Adipose Tissue Dysfunction. Sci. Rep. 6, 27969. 10.1038/srep27969 27346320PMC4921806

[B32] PlattT. L.BeckettT. L.KohlerK.NiedowiczD. M.MurphyM. P. (2016). Obesity, Diabetes, and Leptin Resistance Promote Tau Pathology in a Mouse Model of Disease. Neuroscience 315, 162–174. 10.1016/j.neuroscience.2015.12.011 26701291PMC4715963

[B33] PradelliL. A.BénéteauM.RicciJ. E. (2010). Mitochondrial Control of Caspase-dependent and -independent Cell Death. Cell Mol Life Sci 67, 1589–1597. 10.1007/s00018-010-0285-y 20151314PMC11115767

[B34] QuintanillaR. A.Matthews-RobersonT. A.DolanP. J.JohnsonG. V. (2009). Caspase-cleaved Tau Expression Induces Mitochondrial Dysfunction in Immortalized Cortical Neurons: Implications for the Pathogenesis of Alzheimer Disease. J. Biol. Chem. 284, 18754–18766. 10.1074/jbc.M808908200 19389700PMC2707209

[B35] SantiagoJ. A.BotteroV.PotashkinJ. A. (2019). Transcriptomic and Network Analysis Highlight the Association of Diabetes at Different Stages of Alzheimer’s Disease. Front. Neurosci. 13, 1273. 10.3389/fnins.2019.01273 31849586PMC6895844

[B36] SatoN.MorishitaR. (2014). Brain Alterations and Clinical Symptoms of Dementia in Diabetes: Aβ/tau-dependent and Independent Mechanisms. Front. Endocrinol. 5, 143. 10.3389/fendo.2014.00143 PMC415581425250014

[B37] ScherzerC. R.GrassJ. A.LiaoZ.PepivaniI.ZhengB.EklundA. C. (2008). GATA Transcription Factors Directly Regulate the Parkinson's Disease-Linked Gene Alpha-Synuclein. Proc. Natl. Acad. Sci. U.S.A. 105, 10907–10912. 10.1073/pnas.0802437105 18669654PMC2504800

[B38] ShengZ. H.CaiQ. (2012). Mitochondrial Transport in Neurons: Impact on Synaptic Homeostasis and Neurodegeneration. Nat. Rev. Neurosci. 13, 77–93. 10.1038/nrn3156 22218207PMC4962561

[B39] Sims-RobinsonC.KimB.RoskoA.FeldmanE. L. (2010). How Does Diabetes Accelerate Alzheimer Disease Pathology. Nat. Rev. Neurol. 6, 551–559. 10.1038/nrneurol.2010.130 20842183PMC3199576

[B40] SterlingT.IrwinJ. J. (2015). ZINC 15--Ligand Discovery for Everyone. J. Chem. Inf. Model. 55, 2324–2337. 10.1021/acs.jcim.5b00559 26479676PMC4658288

[B41] StoothoffW.JonesP. B.Spires-JonesT. L.JoynerD.ChhabraE.BercuryK. (2009). Differential Effect of Three-Repeat and Four-Repeat Tau on Mitochondrial Axonal Transport. J. Neurochem. 111, 417–427. 10.1111/j.1471-4159.2009.06316.x 19686388PMC2831412

[B42] ToriiS.GotoY.IshizawaT.HoshiH.GoryoK.YasumotoK. (2011). Pro-apoptotic Activity of Inhibitory PAS Domain Protein (IPAS), a Negative Regulator of HIF-1, through Binding to Pro-survival Bcl-2 Family Proteins. Cell Death Differ 18, 1711–1725. 10.1038/cdd.2011.47 21546903PMC3190112

[B43] ToriiS.KasaiS.SuzukiA.TodorokiY.YokozawaK.YasumotoK. I. (2015). Involvement of Inhibitory PAS Domain Protein in Neuronal Cell Death in Parkinson’s Disease. Cell Death Discov 1, 15015. 10.1038/cddiscovery.2015.15 27551449PMC4981001

[B44] WeiX.XuX.ChenZ.LiangT.WenQ.QinN. (2018). Protective Effects of 2-Dodecyl-6-Methoxycyclohexa-2,5 -Diene-1,4-Dione Isolated from *Averrhoa carambola* L. (Oxalidaceae) Roots on Neuron Apoptosis and Memory Deficits in Alzheimer’s Disease. Cell Physiol Biochem 49, 1064–1073. 10.1159/000493289 30196278

[B45] YadavA.KatariaM. A.SainiV.YadavA. (2013). Role of Leptin and Adiponectin in Insulin Resistance. Clin. Chim. Acta 417, 80–84. 10.1016/j.cca.2012.12.007 23266767

[B46] YaffeK.BlackwellT.KanayaA. M.DavidowitzN.Barrett-ConnorE.KruegerK. (2004). Diabetes, Impaired Fasting Glucose, and Development of Cognitive Impairment in Older Women. Neurology 63, 658–663. 10.1212/01.wnl.0000134666.64593.ba 15326238

[B47] YermakovL. M.GriggsR. B.DrouetD. E.SugimotoC.WilliamsM. T.VorheesC. V. (2019). Impairment of Cognitive Flexibility in Type 2 Diabetic Db/db Mice. Behav. Brain Res. 371, 111978. 10.1016/j.bbr.2019.111978 31141724PMC6579681

[B48] ZhangY.ChenY.QuH.WangY. (2019). Methylation of HIF3A Promoter CpG Islands Contributes to Insulin Resistance in Gestational Diabetes Mellitus. Mol. Genet. Genomic Med. 7, e00583. 10.1002/mgg3.583 30743315PMC6465726

[B49] ZhangY.HuangN. Q.YanF.JinH.ZhouS. Y.ShiJ. S. (2018). Diabetes Mellitus and Alzheimer's Disease: GSK-3β as a Potential Link. Behav. Brain Res. 339, 57–65. 10.1016/j.bbr.2017.11.015 29158110

[B50] ZhengN.LinX.WenQ.KintokoZhangS.ZhangS.HuangJ. (2013). Effect of 2-Dodecyl-6-Methoxycyclohexa-2,5-Diene-1,4-Dione, Isolated from *Averrhoa carambola* L. (Oxalidaceae) Roots, on Advanced Glycation End-Product-Mediated Renal Injury in Type 2 Diabetic KKAy Mice. Toxicol. Lett. 219, 77–84. 10.1016/j.toxlet.2013.03.001 23500658

[B51] ZillioxL. A.ChadrasekaranK.KwanJ. Y.RussellJ. W. (2016). Diabetes and Cognitive Impairment. Curr. Diab Rep. 16, 87. 10.1007/s11892-016-0775-x 27491830PMC5528145

How the deposited data were processed for this re-analysis (not part of the article)

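Hippocampal RNA of vehicle-treated and DMDD-treated db/db mice, 3 samples each, was measured on a lncRNA and mRNA array with 1 dye and 1 array per mouse. The authors deposited the scanner output of each array, in which every spot has a raw intensity, a local background intensity, a processed intensity that Feature Extraction had subtracted for background and detrended, and marks for outliers, saturation and signal well above background. The scanner intensities were not normalized between arrays. The authors also deposited 1 table of log2 values for the 6 arrays, normalized between arrays by the quantile method named in the methods. The scale of that table is read from its values, and the averaging of spots is not stated. Table S1 of the paper gives the study's own fold change and p-value for its listed probes, and Table S2 the predicted targets.

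From the processed intensities, log2 values were taken and quantile-normalized between arrays with limma 3.58.1 in R 4.3.3, after control spots and spots marked as outliers had been left out. Spots of the same probe were averaged on the log2 scale. Of the 90752 probes, 3 had a missing value for an outlier spot with no second spot. The 67732 probes with a value on all 6 arrays that were well above background on at least 3 of them were tested with lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment. The study's thresholds are an unadjusted p under 0.05 with an absolute log2 fold change of at least 0.5, or at least 1 for candidates. Feature Extraction marked no spot as saturated on any array (0 of 176026 spots that are not controls). The precision is limited by the number of arrays.

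The probes carry a sequence but no gene symbol in the files, and no genome or transcript sequence was used to match them. The genes and types of Table S1 were used for its 155 probes, and all other probes were counted together without a type, so counts of mRNA and lncRNA probes cover Table S1 only. Tests on gene lists, on the predicted targets, on the genes of the blotted proteins and on sex-linked genes had been planned and were not run for this reason. Genes were to be named if the paper names them from the arrays, with further genes taken by rank among tested probes that have a symbol; the second part gave no gene. The transcripts and symbols of Table S2 were looked up in the RefSeq annotation of GRCm38.p6, which was used for names and neighbours only.

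Groups were formed by the sample labels. Table S1 was then compared with every division of the 6 arrays into 3 and 3, using the authors' log2 values, the ratio of mean linear signals and a test of each probe with unequal variances. For the p-values, the paper's general statement on statistics names an analysis of variance, which for 2 groups is the same as a test with equal variances, and the legend of Fig. 5, which covers the array panels and the real-time PCR, names Student's test. Neither names unequal variances. Since only a division with the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged gave the values of Table S1, each result was also computed for that grouping. This comparison was tested on simulated tables for each of the 10 divisions and found the right one 10 times.

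The limma step was tested on simulated data for 67732 probes and 3 arrays against 3, with 200 probes changed by 2 on the log2 scale. It recovered 165 of them at an adjusted p under 0.05, with 6 unchanged probes called, and 198 past the study's thresholds, with 991 unchanged probes past the same thresholds. The median error of the log2 change was 0.0972.

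Alternatives set before the data were examined were scaling by the 75th percentile, normexp background correction with an offset of 50, the authors' normalized values, no filter and 2 stricter filters on dim probes, outlier spots kept, quantile normalization on the tested probes, a test of each probe with equal variances without limma, an intensity trend with robust variances, slide as a fixed or random block, the replicate number as a block, leaving out each array in turn, the ratio of mean linear signals and a correlation without centring. The exchanged labels were added after the data were seen. Counts, permutation tests and clustering used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.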

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

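Both tests of other splits and spots in this part were chosen after the result was seen. One probe outside Table S1, MOUSELNCRNA_79368, stood out because it gave a signal above that of the vehicle arrays and is not among the probes the paper discusses. It was chosen after its values were seen and the files give it no gene name. It was not well above background on any of the 3 arrays labelled db/db-vehicle and well above background on all 3 arrays labelled db/db-DMDD. Its adjusted p was 0.00115 by limma, and no other probe had an adjusted p under 0.05. In the background-subtracted signal, the probe was at least 13.8-fold brighter in the arrays labelled db/db-DMDD. The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal well above background or the probe's own signal, whichever was higher on that array. This bound depends on the background subtraction and does not hold after normexp correction. The log2 fold change was then 0.68, against 4.16 in the main setting. The floor of the bound is also not a firm detection limit. On the array labelled db/db-vehicle 2, the probe had a log2 signal of 0.78 without the mark. The lowest signal well above background on that array was 0.60. The processed signal of the probe's 2 spots was 24.8 to 34.0 in the arrays labelled db/db-DMDD and 1.18 to 1.93 in those labelled db/db-vehicle.

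A bright spot by chance would leave some spots of the probe dim, but 6 of its 6 spots on the arrays labelled db/db-DMDD were well above background. The array labelled db/db-DMDD 1, on the slide of the vehicle arrays, was as bright as the arrays on the other slide, which argues against slide as the source. Chance is not excluded: 2 of the 10 splits of the arrays into 3 and 3 have at least 1 probe with the signals of its 3 arrays over 3 apart from the other 3 on the log2 scale, this split with 1 probe and the split of db/db-vehicle 2, db/db-DMDD 1 and 3 against the rest with 7. The adjusted p stayed under 0.05 with each array left out in turn, between 0.00213 and 0.0327. It was 0.718 after normexp correction, 0.396 by the test with equal variances, 0.116 with slide as a fixed block, where db/db-DMDD 1 alone stands against the vehicle arrays, and 0.0573 with the replicate number as a block. Over all settings it ranged from 0.000644 to 0.718. With the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged, the probe did not follow the groups (adjusted p = 0.997). A difference between individual mice and an effect of DMDD stay open and were not tested further.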

How the results depend on the processing

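The exchange of labels, alone or with the authors' values and unequal variances, was added after the data were seen; the other alternatives were set before the data were examined. With slide as a fixed block, the treatment estimate is that of db/db-DMDD 1 alone against the 3 vehicle arrays, since both other DMDD arrays lie on the slide without vehicle arrays, so a change of direction there is a statement on 1 array. With the labels kept, the number of probes at an adjusted p under 0.05 by limma was 1 and became 0 after normexp correction, with only probes well above background on all 6 arrays, by the test with equal variances, with slide as a fixed block and with the labels exchanged; with each array left out it was 1. The 622 probes past the study's thresholds became 21 after normexp correction, 1440 without a filter, 318 with only probes well above background on all 6 arrays, 240 by the test with equal variances, 1154 with slide as a fixed block and 241 with the labels exchanged, the authors' values and unequal variances, and ranged from 525 to 2145 with each array left out (2145 without db/db-DMDD 1, 1917 without db/db-vehicle 2 and 942 without db/db-DMDD 2). The 60 probes past the candidate thresholds became 110 with the 75th percentile, 0 after normexp correction, 110 with the authors' values, 218 without a filter, 7 on all 6 arrays, 21 by the test with equal variances, 203 and 30 with slide as a fixed and a random block, and 169 and 35 under the 2 forms of the exchanged labels, and ranged from 49 to 338 with each array left out (338 without db/db-vehicle 2, 97 without db/db-vehicle 3, 278 without db/db-DMDD 1 and 154 without db/db-DMDD 2). With the 75th percentile, 78 of 927 probes past the study's thresholds were higher and 849 lower, against 261 and 361 of 622. Signal over background set part of these counts, since the filters on dim probes changed them. The causes of the other changes were not tested.

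Of the 155 Table S1 probes, 145 changed in the listed direction, against 29 with slide as a fixed block (3 of the others past the study's thresholds), 126 with slide as a random block and 114 to 155 with each array left out. With the labels kept, 2 passed the study's thresholds, 6 with the 75th percentile, 1 after normexp correction, 0 by the test with equal variances and with slide as a fixed or random block, and 0 to 37 with each array left out (37 without db/db-DMDD 1, 25 without db/db-vehicle 3 and 0 without any other). The exchanged labels gave 152 probes, 26 after normexp correction and 122 to 143 with each array left out. They gave 155 with the authors' values and unequal variances. For mRNA probes the count was 1; it was 0 by the test with equal variances and with slide as a block, 0 to 11 with each array left out (11 without db/db-DMDD 1, 9 without db/db-vehicle 3), and 35 under both forms of the exchanged labels. For lncRNA probes it was 1; it was 5 with the 75th percentile, 2 with trend and robust variances, 0 after normexp correction, by the test with equal variances and with slide as a block, 0 to 26 with each array left out (26 without db/db-DMDD 1, 16 without db/db-vehicle 3), and 117 and 120 under the exchanged labels. Past the candidate thresholds lay 0 mRNA probes, 0 to 4 with each array left out (4 without db/db-vehicle 3, 3 without db/db-DMDD 1) and 6 and 5 under the exchanged labels, and 0 lncRNA probes, 0 to 4 with each array left out (4 without db/db-DMDD 1) and 10 and 11 under the exchanged labels.

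Hif3a kept its direction except with slide as a fixed block (0.59) and without db/db-DMDD 3, and ranged from -0.60 to 0.081 with each array left out. Of the other 15 candidate probes, 14 changed in the direction of Table S1 and 3 did with slide as a fixed block. That block also turned Mmp8 (0.65) and 1 Fam187b probe (0.045). With each array left out, Mmp8 stayed lower but ranged from -0.89 to -0.099. The Fam187b probes then ranged from -1.57 to -0.60 and from -1.47 to -0.64. Timp1 turned after normexp correction (-0.0015), without db/db-vehicle 3 or db/db-DMDD 1 (range -0.20 to 0.68 with each array left out) and with the labels exchanged (-1.14, or -1.13 with the authors' values). No candidate probe reached an adjusted p under 0.05 by limma or the test with equal variances in any setting with either grouping (lowest 0.489 as labelled and 0.149 exchanged). The separation of the groups over all probes was -0.0772, ranged from -0.221 to 0.130 with each array left out (0.130 without db/db-vehicle 2, 0.0917 without db/db-DMDD 1) and was 0.0071 with the labels exchanged. Between slides, 2642 probes passed the study's thresholds, and 3981 with the 75th percentile, 605 after normexp correction, 4134 without a filter and 1584 by the test with equal variances.

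The replicate numbers did not pair the arrays: the deviations of arrays with the same number correlated at -0.036, -0.249 and -0.192. With the replicate number as a block, 0 probes had an adjusted p under 0.05 and 770 passed the study's thresholds, 13 of them in Table S1 (4 mRNA and 9 lncRNA), with 2 mRNA probes past the candidate thresholds. Tests of gene lists and of the predicted targets, with their alternatives, were not run, because the files pair no probe with a gene symbol and the probe sequences were not matched to transcripts.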

Differences from the paper's values

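The files give no probe type, so counts of mRNA and lncRNA probes are over the probes of Table S1, while the paper's counts are over the whole array. The paper gives 34 mRNA probes past its thresholds, 12 higher and 22 lower, and the groups as labelled gave 1, 0 and 1. For lncRNA probes the paper gives 120, 59 higher and 61 lower, and the labels gave 1, 0 and 1. None of the 19 alternatives set before the data were examined brought any of these 6 counts within 1.5 times of the paper's. With the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged, a grouping chosen after seeing the values, the counts were 35 mRNA probes (12 and 23) and 117 lncRNA probes (57 and 60) by limma, which drops 3 of the 155 listed probes. With the authors' values, unequal variances and the ratio of mean linear signals as well, also chosen after seeing the values, they were 35 (12 and 23) and 120 (59 and 61), and none of the listed probes was dropped. These counts are taken within the list and cannot exceed it: over the 90749 probes without a filter the same values, test and thresholds gave 529 probes, 124 of them past the candidate thresholds, and 241 and 35 among the 67732 probes tested here. Table S1 itself lists 35 mRNA probes, 23 of them lower.

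The paper gives 11 candidate lncRNAs and 4 candidate mRNAs, and the labels gave 0 and 0 probes of Table S1. None of the 19 alternatives set before the data were examined came within 1.5 times of the paper's count for the lncRNAs, the nearest being 4 without db/db-DMDD 1, all 4 among the paper's 11. For the mRNAs, 2 alternatives came within 1.5 times by number, leaving out the array labelled db/db-vehicle 3 (4 probes) or db/db-DMDD 1 (3 probes), but only the 2 Fam187b probes among them are candidates of the paper, so 1 of its 4 genes was called and the other 3 were not. The replicate number as a block also called both Fam187b probes. The other 16 alternatives called none of the candidate mRNAs. The exchanged labels, chosen after seeing the values, gave 10 lncRNA and 6 mRNA probes by limma. Of these, 10 and 5 are candidates of the paper. With the authors' values, unequal variances and the ratio of mean linear signals, the exchanged labels gave 11 and 5, all of them candidates. The 5 mRNA probes are for 4 genes. After normexp correction, the exchanged labels called 1 of the candidate lncRNA probes and 2 of the candidate mRNA probes. With each array left out, they called between 4 (without db/db-vehicle 1) and 10 (without db/db-vehicle 2) of the candidate lncRNA probes.

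Table S1 gives no error for its fold changes, so each was compared within the larger SD of the 2 groups of arrays for that probe, a wide margin. For Hif3a the paper's log2 fold change is -1.09 and the labels gave -0.20. Of the 19 alternatives, the distance from the paper's value was under that SD, 0.71, only without db/db-vehicle 3 (-0.57) or without db/db-DMDD 1 (-0.60), where the change was still smaller than the paper's. For Timp1 the paper's value is -1.13 and the labels gave 0.31, and none of the 19 came within the SD. For NONMMUG002771 the paper's value is 1.00 and the labels gave 0.31, and for NONMMUG021602 the paper's value is -1.08 and the labels gave -0.30. The value of NONMMUG002771 came within the SD without db/db-vehicle 3 or db/db-DMDD 1, and that of NONMMUG021602 in these settings and with the 75th percentile. For NONMMUG015277 the paper's value is -1.27 and the labels gave -0.32, within the SD in the same 3 settings as NONMMUG021602. With the labels exchanged, chosen after seeing the values, the log2 fold change was -1.09 for Hif3a, -1.14 for Timp1 and -1.23 for NONMMUG015277. In that grouping NONMMUG002771 and NONMMUG021602 were not well above background in 1 of the groups. They were at least 2.0-fold higher and at least 2.12-fold lower, bounds that equal their measured log2 fold changes of 1.00 and -1.09.

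In Fig. 5A the vehicle and DMDD columns form separate clusters. Here the same probes placed the array labelled db/db-vehicle 3 with db/db-DMDD 2 and 3, and db/db-DMDD 1 with db/db-vehicle 1 and 2. The study chose these probes for a difference between the groups it compared. Their clustering therefore returns that division and is not independent evidence for it.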

Other observations

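The tests in this part were chosen after the result was seen, except those of other splits, slide and dim probes for the probes past the study's thresholds. The fold changes and p-values of Table S1 did not come out of the groups as labelled. A candidate explanation is that the labels of the arrays db/db-vehicle 3 and db/db-DMDD 1 are exchanged between the sample labels and the paper's comparison: with these 2 labels exchanged, 155 of 155 probes gave the values of Table S1, and no other split gave any. In Fig. 5A the column named DMDD 1 has the lowest Timp1 of the 6 columns, and among the arrays the lowest Timp1 was on the one labelled db/db-vehicle 3 (log2 signal 3.06). A mix-up of the deposited columns against the scanner files is excluded, since the highest correlation of a column with the scanner file of another array was 0.22, against at least 0.965 with its own, over deviations from the mean of the 6 arrays. No other normalization, filter or test tried under the labels gave the list. At most 13 of the 155 probes passed the study's thresholds in any such alternative with all 6 arrays (the replicate number as a block). Methods that were not tried are not excluded by this count. The method that gave Table S1 with the labels exchanged matched 0 of the 155 probes under the labels. Whether the labels or the paper's comparison follow the treatment of the mice stays open. Outside the arrays, the paper reports lower Hif3α and Mmp8 by real-time PCR after DMDD, and lower Timp1 without significance. It also reports lower Hif3a protein by Western blot. Hif3a and Mmp8 were lower under both groupings, and Timp1 was lower only in the exchanged one. The paper does not state whether those mice were the mice of the arrays, so this does not settle the assignment. The probe sequences were not matched to transcripts, so no probe was assigned to a gene that would mark an animal. The listed probes were chosen for the difference and cannot settle the question. The array labelled db/db-vehicle 3 lies at position 4 of slide 1 and db/db-DMDD 1 at position 3, with db/db-vehicle 1 and 2 at positions 1 and 2. An exchange of these neighbouring positions may have occurred before or after the labels were given, and this was not tested.

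Chance as the source of the counts is not excluded by the splits of the arrays into 3 and 3, of which there are 10, so that the share is never under 0.1. As labelled, 6 of 10 splits, the real one included, gave at least as many probes past the study's thresholds, 7 of 10 as many past the candidate thresholds and 2 of 10 as many at an adjusted p under 0.05 by limma. For the grouping of Table S1, 4 of 10 splits gave at least as many probes past the study's thresholds as its 922. The split with most probes, 2549, set db/db-vehicle 2 and db/db-DMDD 1 and 3 against the other arrays and follows neither the labels nor the slides. It was also the split with most probes at an adjusted p under 0.05, 177 by limma, against 0 in each of the other splits apart from the labelled one. It had 7631 probes at an unadjusted p under 0.05 and 0 after adjustment by the test with equal variances. What sets these arrays apart was not tested.

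Slide and treatment cannot be told apart in full, because only the array labelled db/db-DMDD 1 shares a slide with the vehicle arrays. Of the 622 probes past the study's thresholds as labelled, db/db-DMDD 1 was nearer to the vehicle arrays than to db/db-DMDD 2 and 3 for 225, but these probes were chosen for a difference between the labelled groups, so the count does not settle the question. Slide 2 against slide 1 gave 2642 probes past the same thresholds, 702 higher and 1940 lower. By limma, 9431 probes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. With the 75th percentile, 249 probes were higher and 3732 lower.

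Dim probes may account for a good part of the probes past the study's thresholds as labelled. Of the 622, 53.4% were not well above background on all 6 arrays, against 7.5% of all tested probes, and their median log2 signal was 3.51 against 7.13. The other 290 were well above background on every array. Among the Table S1 probes the share was 7.7%, but their median log2 signal, 4.99, also lay below that of all tested probes. A biological effect on the remaining probes was not tested further.

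Another probe, MOUSELNCRNA_37669, which was looked at after the values were seen and is not in Table S1, shares 57 and 56 bases with the Fam187b probes. Its log2 fold change was -0.87 as labelled and -1.16 with the labels of db/db-vehicle 3 and db/db-DMDD 1 exchanged, the same direction as both Fam187b probes. No explanation was tested for it.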
